# Human Milk Oligosaccharide Utilization in Intestinal Bifidobacteria Is Governed by Global Transcriptional Regulator NagR

**DOI:** 10.1128/msystems.00343-22

**Published:** 2022-09-12

**Authors:** Aleksandr A. Arzamasov, Aruto Nakajima, Mikiyasu Sakanaka, Miriam N. Ojima, Takane Katayama, Dmitry A. Rodionov, Andrei L. Osterman

**Keywords:** bifidobacteria, HMO, regulon, comparative genomics, evolution, prebiotics, transcription factor, carbohydrate metabolism

## Abstract

Bifidobacterium longum subsp. *infantis* is a prevalent beneficial bacterium that colonizes the human neonatal gut and is uniquely adapted to efficiently use human milk oligosaccharides (HMOs) as a carbon and energy source. Multiple studies have focused on characterizing the elements of HMO utilization machinery in B. longum subsp. *infantis*; however, the regulatory mechanisms governing the expression of these catabolic pathways remain poorly understood. A bioinformatic regulon reconstruction approach used in this study implicated NagR, a transcription factor from the ROK family, as a negative global regulator of gene clusters encoding lacto-*N*-biose/galacto-*N*-biose (LNB/GNB), lacto-*N*-tetraose (LNT), and lacto-*N*-neotetraose (LNnT) utilization pathways in B. longum subsp. *infantis.* This conjecture was corroborated by transcriptome profiling upon *nagR* genetic inactivation and experimental assessment of binding of recombinant NagR to predicted DNA operators. The latter approach also implicated *N-*acetylglucosamine (GlcNAc), a universal intermediate of LNT and LNnT catabolism, and its phosphorylated derivatives as plausible NagR transcriptional effectors. Reconstruction of NagR regulons in various *Bifidobacterium* lineages revealed multiple potential regulon expansion events, suggesting evolution from a local regulator of GlcNAc catabolism in ancestral bifidobacteria to a global regulator controlling the utilization of mixtures of GlcNAc-containing host glycans in B. longum subsp. *infantis* and Bifidobacterium bifidum.

**IMPORTANCE** The predominance of bifidobacteria in the gut of breastfed infants is attributed to the ability of these bacteria to metabolize human milk oligosaccharides (HMOs). Thus, individual HMOs such as lacto-*N*-tetraose (LNT) and lacto-*N*-neotetraose (LNnT) are considered promising prebiotics that would stimulate the growth of bifidobacteria and confer multiple health benefits to preterm and malnourished children suffering from impaired (stunted) gut microbiota development. However, the rational selection of HMO-based prebiotics is hampered by the incomplete knowledge of regulatory mechanisms governing HMO utilization in target bifidobacteria. This study describes NagR-mediated transcriptional regulation of LNT and LNnT utilization in Bifidobacterium longum subsp. *infantis*. The elucidated regulatory network appears optimally adapted to simultaneous utilization of multiple HMOs, providing a rationale to add HMO mixtures (rather than individual components) to infant formulas. The study also provides insights into the evolutionary trajectories of complex regulatory networks controlling carbohydrate metabolism in bifidobacteria.

## INTRODUCTION

Bifidobacteria are Gram-positive, anaerobic, saccharolytic microorganisms that colonize the digestive tracts of humans and various animals (1). Certain *Bifidobacterium* species, namely, Bifidobacterium longum subsp. *infantis*, Bifidobacterium longum subsp. *longum*, Bifidobacterium bifidum, and Bifidobacterium breve often predominate the human neonatal gut microbiota (GM) during breastfeeding (2–5), and their predominance is directly linked with the healthy development of the infant (6, 7). The health-promoting effects attributed to the infant-associated bifidobacteria include protection from enteropathogen colonization (8–10) and modulation of the immune system (11, 12).

Decreased *Bifidobacterium* abundance is characteristic of immature GMs observed in preterm infants (13) and children suffering from severe acute malnutrition (14, 15). Therapeutic approaches aimed at restoring bifidobacterial population in these affected groups include administering exogenous *Bifidobacterium* species (e.g., B. longum subsp. *infantis*) as probiotics and/or food formulas containing prebiotics that would selectively stimulate the growth of autochthonous bifidobacteria in the gut and thus confer beneficial properties to the infant (13, 15–17). Since the prevalence of bifidobacteria in the neonatal gut is often attributed to their ability to selectively utilize dietary human milk oligosaccharides (HMOs) (18–20), these milk glycans are considered “natural” prebiotics and added to infant formulas (21).

HMOs are the third most abundant (5 to 20 g/L) component of human milk after lactose (Lac) and lipids and are not assimilated by the infant (22). HMO building blocks include glucose (Glc), galactose (Gal), *N-*acetylglucosamine (GlcNAc), l-fucose (Fuc), and *N*-acetylneuraminic acid (Neu5Ac); these units form more than 100 linear or branched oligosaccharide species (23, 24). Most HMOs contain a Lac core (Galβ1-4Glc) at the reducing end. The Lac core can be elongated at the C-3 position of the galactose residue with a lacto-*N*-biose (LNB; Galβ1-3GlcNAc) or *N*-acetyllactosamine (Galβ1-4GlcNAc) unit(s) (23, 24). The resulting HMO structures are denoted as type I and type II chains, respectively, with lacto-*N*-tetraose (LNT) and lacto-*N*-neotetraose (LNnT) as archetypes. Type I/II chains and the Lac core are often decorated by Fuc and Neu5Ac residues via various α-glycosidic bonds.

Previous studies have revealed substantial variation in HMO utilization strategies and capabilities within the *Bifidobacterium* genus (25–29). For example, B. bifidum uses a set of membrane-attached glycoside hydrolases (GHs) that extracellularly degrade HMOs to di- and monosaccharides (30–35) and then imports and catabolizes liberated LNB and Lac (25). In contrast, B. longum subsp. *infantis* and B. breve import HMOs using ATP-binding cassette (ABC) transporters and then degrade the oligosaccharides taken up to monosaccharides intracellularly using a repertoire of exo-acting GHs (36).

B. longum subsp. *infantis*, which is widely used in probiotic and synbiotic formulations (8, 15–17, 37), possesses several unique gene clusters (e.g., HMO cluster I or H1) that encode the most elaborate HMO uptake (38–40) and intracellular degradation machinery (41–44) among bifidobacteria (Fig. 1A and B). While the molecular mechanisms of HMO utilization by B. longum subsp. *infantis* have received considerable attention, the regulatory mechanisms governing this catabolic process remain poorly understood. Previous studies demonstrated that LNT and LNnT induce a profound and surprisingly similar transcriptomic response in B. longum subsp. *infantis* ATCC 15697, with multiple gene clusters (*nag*, *lnp*, H1) (Fig. 1B) being upregulated, pointing to a possible global regulatory mechanism(s) (45, 46). Uncovering this yet unknown mechanism, in addition to fundamental importance, has a potential translational value for the rational selection of individual HMOs for prebiotic and synbiotic formulations.

**FIG 1:**
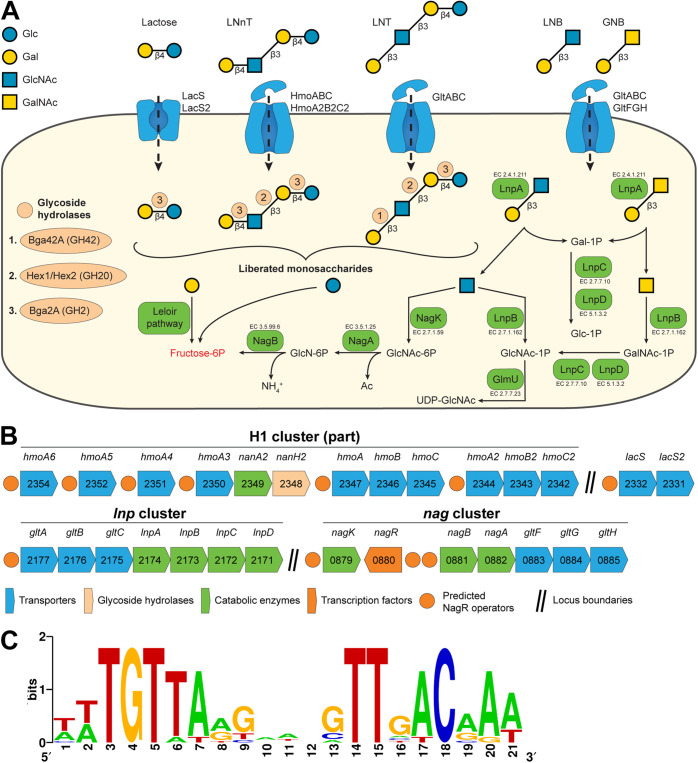
Reconstructed NagR regulon in *B. longum* subsp. *infantis* ATCC 15697. (A) Schematic representation of LNT, LNnT, and LNB/GNB utilization pathways in *B. longum* subsp. *infantis* ATCC 15697. (Step 1) HMOs and their constituents are transported into the cell by various transport systems. (Step 2) Once inside the cell, HMOs are degraded from the nonreducing end by a coordinated action of exo-acting GHs. Breakdown of glycosidic bonds by specific GHs is indicated by light orange circles. (Step 3) Released monosaccharides are converted to fructose-6P and enter the bifid shunt. (B) Gene clusters constituting the reconstructed NagR regulon in *B. longum* subsp. *infantis* ATCC 15697. Numbers represent locus tags in the Blon_XXXX format (GenBank accession no. CP001095.1). (C) NagR-binding motif in *B. longum* subsp. *infantis* ATCC 15697 based on 11 predicted operators.

Comparative genomic analysis across multiple related genomes is a powerful approach for reconstructing transcriptional regulatory networks (regulons) controlling carbohydrate utilization (47–49). Our earlier bioinformatic analysis conducted on a limited set of *Bifidobacterium* genomes implicated NagR, a transcription factor (TF) from the ROK family, as a regulator of *nag* and *lnp* clusters (Fig. 1B) encoding GlcNAc and lacto-*N*-biose/galacto-*N*-biose (LNB/GNB) catabolic pathways, respectively, in B. bifidum, B. breve, B. longum subsp. *infantis*, and B. longum subsp. *longum* (48). James et al. further experimentally confirmed this prediction in B. breve UCC2003 (50). However, it was unclear whether and how this knowledge translated to the global regulation of the extensive HMO utilization machinery in B. longum subsp. *infantis.*

Here, we reconstructed NagR regulons in a substantially larger collection of *Bifidobacteriaceae* genomes focusing on HMO-utilizing species. This analysis revealed multiple putative NagR-binding sites (operators) in the B. longum subsp. *infantis* ATCC 15697 genome, suggesting the role of NagR as a global negative regulator of LNB/GNB, LNT, LNnT, and potentially other HMO utilization in this bacterium. This conjecture was corroborated by transcriptome profiling of the *nagR* knockout mutant and by direct assessment of the binding of recombinant NagR to its predicted operators. The inferred NagR regulon structure in B. longum subsp. *infantis* indicates that this microorganism is adapted to simultaneous utilization of multiple HMOs, suggesting the use of rationally formulated HMO mixtures rather than individual oligosaccharides as prebiotics. The reconstructed NagR regulons also provide insights into the evolution of complex regulatory networks controlling carbohydrate metabolism in bifidobacteria.

## RESULTS

### Genomic reconstruction reveals the complexity of the NagR regulon in B. longum subsp. *infantis*.

We used a position weight matrix (PWM)-based approach to reconstruct the NagR regulon in B. longum subsp. *infantis* ATCC 15697 and identified 11 potential NagR-binding sites (operators) in promoter regions of genes/operons encoding components of HMO utilization pathways, including six previously unknown NagR operators within in the H1 cluster (Fig. 1A and B and see Table S3 in the supplemental material). Among the new putative NagR regulon members were genes encoding (i) LNnT (type II HMO) ABC transporters (HmoABC, HmoA2B2C2), (ii) substrate-binding components of ABC transporters possibly involved in HMO uptake (HmoA3, HmoA4, HmoA5, HmoA6), (iii) *N*-acetylneuraminate lyase NanA2 and GH33 family α-sialidase NanH2, and (iv) lactose permeases (LacS, LacS2) (Fig. 1A and Table 1). Overall, the reconstructed regulon contained 29 genes. The inferred NagR-binding motif had a palindrome structure (Fig. 1C), a common feature of ROK family transcriptional regulators (51).

**TABLE 1:** Composition of the reconstructed NagR regulon in *B. longum* subsp. *infantis* ATCC 15697

Locus tag	Gene	Annotation	Classification^*a*^	Reference
Blon_0879	*nagK*	Putative ROK family *N*-acetylglucosamine kinase	EC 2.7.1.59	
Blon_0880	*nagR*	Transcriptional regulator of LNB/GNB and HMO utilization	ROK family	This study
Blon_0881	*nagB*	Glucosamine-6-phosphate deaminase	EC 3.5.99.6	
Blon_0882	*nagA*	*N*-Acetylglucosamine-6-phosphate deacetylase	EC 3.5.1.25	
Blon_0883	*gltF*	LNB/GNB ABC transporter substrate-binding protein	TC 3.A.1.1	39
Blon_0884	*gltG*	LNB/GNB ABC transporter permease protein 1	TC 3.A.1.1	
Blon_0885	*gltH*	LNB/GNB ABC transporter permease protein 2	TC 3.A.1.1	
Blon_2171	*lnpD*	UDP-hexose 4-epimerase	EC 5.1.3.2	59
Blon_2172	*lnpC*	UTP-hexose-1-phosphate uridylyltransferase	EC 2.7.7.10	59
Blon_2173	*lnpB*	*N*-Acetylhexosamine 1-kinase	EC 2.7.1.162	59
Blon_2174	*lnpA*	1,3-β-Galactosyl-*N*-acetylhexosamine phosphorylase	EC 2.4.1.211	63
Blon_2175	*gltC*	LNT/LNB/GNB ABC transporter permease protein 2	TC 3.A.1.1.48	
Blon_2176	*gltB*	LNT/LNB/GNB ABC transporter permease protein 1	TC 3.A.1.1.48	
Blon_2177	*gltA*	LNT/LNB/GNB ABC transporter substrate-binding protein	TC 3.A.1.1.48	39
Blon_2331	*lacS2*	Lactose MFS permease-2	TC 2.A.2	
Blon_2332	*lacS*	Lactose MFS permease-1	TC 2.A.2	84
Blon_2341	-	Hypothetical protein		
Blon_2342	*hmoC2*	Type II HMO ABC transporter permease protein 2	TC 3.A.1.1	
Blon_2343	*hmoB2*	Type II HMO ABC transporter permease protein 1	TC 3.A.1.1	
Blon_2344	*hmoA2*	Type II HMO ABC transporter-2 substrate-binding protein	TC 3.A.1.1	39
Blon_2345	*hmoC*	Type II HMO ABC transporter permease protein 2	TC 3.A.1.1	
Blon_2346	*hmoB*	Type II HMO ABC transporter permease protein 1	TC 3.A.1.1	
Blon_2347	*hmoA*	Type II HMO ABC transporter-1 substrate-binding protein	TC 3.A.1.1	39
Blon_2348	*nanH2*	HMO cluster α-2,3/6-sialidase	GH33	41
Blon_2349	*nanA2*	*N*-Acetylneuraminate lyase-2	EC 4.1.3.3	
Blon_2350	*hmoA3*	Putative HMO ABC transporter-1 substrate-binding protein	TC 3.A.1.1	39
Blon_2351	*hmoA4*	Putative HMO ABC transporter-2 substrate-binding protein	TC 3.A.1.1	39
Blon_2352	*hmoA5*	Putative HMO ABC transporter-3 substrate-binding protein	TC 3.A.1.1	39
Blon_2354	*hmoA6*	Putative HMO ABC transporter-4 substrate-binding protein	TC 3.A.1.1	39

a Transporter Classification Database (TC) numbers for transporters, the CAZy family for GHs, Enzyme Commission (EC) numbers for downstream catabolic enzymes, and the TF family for transcription factors are shown.

10.1128/msystems.00343-22.10 TABLE S3 Reconstructed NagR regulons and predicted NagR operators in 25 *Bifidobacteriaceae* genomes. Download Table S3, XLSX file, 0.02 MB. Copyright © 2022 Arzamasov et al. 2022 Arzamasov et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

ROK family TFs can function as transcriptional activators or repressors (51). To infer the possible mode of action of NagR, we analyzed the position of predicted NagR operators relative to −35 and −10 promoter elements recognized by bacterial RNA polymerase holoenzyme. Ten of 11 predicted NagR operators overlapped with either −10 or −35 sequences (Fig. S1), suggesting that NagR was a potential transcriptional repressor. Therefore, based on the genomic reconstruction, we hypothesized that NagR was a global negative regulator of gene clusters involved in LNB/GNB, LNT, and LNnT utilization in B. longum subsp. *infantis* ATCC 15697.

10.1128/msystems.00343-22.3 FIG S1 Multiple-sequence alignments of promoter regions of NagR-regulated genes in *Bifidobacterium* spp. Predicted NagR operators are highlighted in yellow. Predicted promoter elements (−35 and −10 sequences) are in boldface black. Experimentally described transcription start sites (TSS) in B. breve UCC2003 (77) are in boldface blue. Predicted Shine-Dalgarno sequences are in boldface red. Coding sequences are highlighted in gray; initiation codons are underlined. Conserved nucleotides are marked with asterisks. Download FIG S1, PDF file, 0.2 MB. Copyright © 2022 Arzamasov et al. 2022 Arzamasov et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Engineered *nagR* insertional mutant displays comparable yet distinct physiological properties compared to the parental wild-type strain.

To experimentally study the proposed regulatory role of NagR, we generated a *nagR* knockout (*nagR*-KO) mutant of B. longum subsp. *infantis* ATCC 15697 by insertional mutagenesis and verified the insertion position using genomic PCR (Fig. S2A and B). The Sp^r^ gene insertion at the *nagR* locus was maintained in the *nagR*-KO genome for at least 30 generations without antibiotic pressure (Fig. S2C). We used empirical area under the curve (AUC) to integrate information from growth curves of *nagR*-KO and wild-type (WT) strains cultivated in MRS-CS medium (see Materials and Methods) supplemented with various carbon sources (Fig. 2A). The AUC values for *nagR*-KO and WT strains grown in MRS-CS-Lac or MRS-CS-HMO were not significantly different (Fig. 2B). In contrast, the *nagR*-KO mutant had significantly lower AUC when grown in MRS-CS supplemented with sucrose and significantly higher AUC in the medium containing fructooligosaccharides (FOS) (Fig. 2B).

**FIG 2:**
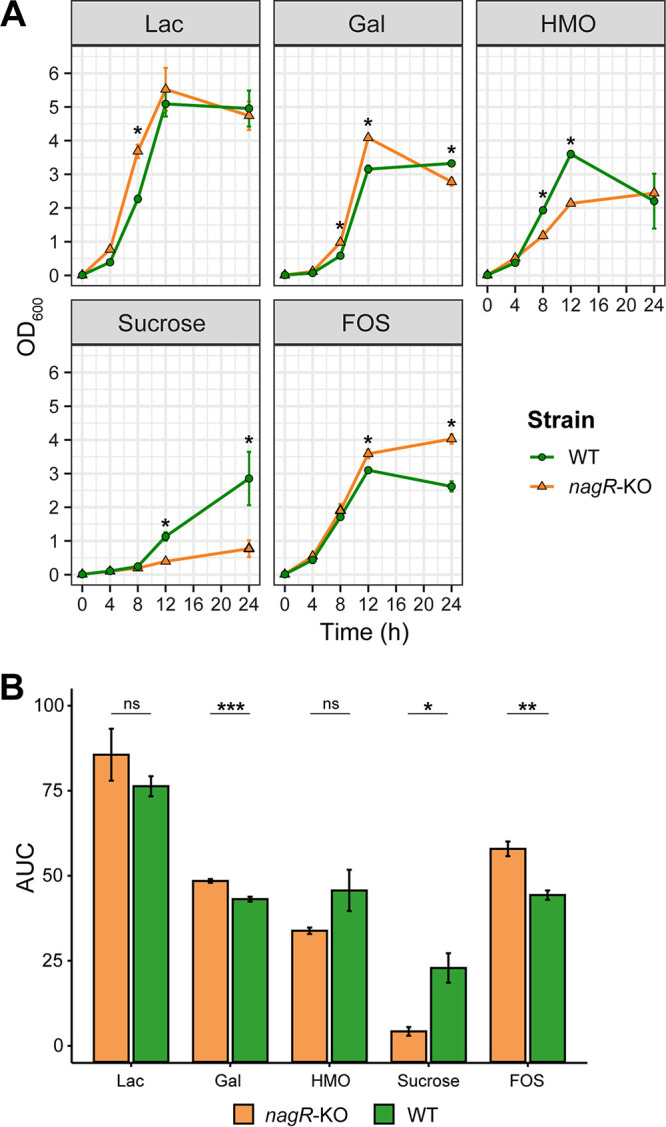
Growth of *B. longum* subsp. *infantis* ATCC 15697 WT and *nagR*-KO strains in MRS-CS supplemented with various carbon sources (1% [wt/vol]). (A) Growth curves obtained by measuring OD_600_ at specific time points. Data represent the mean ± SD from three biological replicates. Time points where the OD_600_ values for WT and *nagR*-KO strains were significantly different (*, *P*_adj_ < 0.05) were identified using linear regression. Bonferroni correction was used to adjust for multiple testing. (B) Empirical AUC calculated by integrating the areas under growth curves. Data represent the mean ± SD from three biological replicates. Means were compared via Student's *t* test: ns, not significant (*P* > 0.05); *, *P* ≤ 0.05; **, *P* ≤ 0.01; ***, *P* ≤ 0.01.

10.1128/msystems.00343-22.4 FIG S2 Construction and stability of the *B. longum* subsp. *infantis* ATCC 15697 *nagR*-KO mutant. (A) Schematic representation of insertional inactivation of *nagR*. The region used for a single-crossover recombination event is in orange. The primers for genomic PCR (green) were designed to anneal outside the region used for recombination. (B) Results of genomic PCR. The amplicon sizes were expected to be 679 bp and 3,164 bp for the WT and *nagR*-KO strains, respectively. Four clones were analyzed. (C) Stability of the Sp^r^ gene insertion after ~30 generations without antibiotic pressure. Download FIG S2, PDF file, 2.4 MB. Copyright © 2022 Arzamasov et al. 2022 Arzamasov et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

HMO consumption profiling of the WT and *nagR*-KO mutant grown in MRS-CS-HMO revealed that both strains completely salvaged Lac, LNT, LNnT, 2′/3-fucosyllactose (FL), and difucosyllactose (DFL) after 24 h (Fig. S3A). Compared to the WT strain, the *nagR*-KO mutant consumed more LNT at the 4- and 8-h time points and displayed delayed consumption of large fucosylated HMOs, namely, lacto-*N-*fucopentaoses (LNFP) I/II/III, and lacto-*N-*difucohexaoses (LNDFH) I/II (Fig. S3A). The mutant also expelled less Fuc into the medium (Fig. S3A). Metabolic profiling of supernatants of the WT and *nagR*-KO strains cultivated in MRS-CS-HMO revealed that both strains released similar quantities of acetate (Fig. S3B). However, the *nagR*-KO mutant produced significantly more formate and less lactate at the 8-, 12-, and 24-h time points (Fig. S3B). These data demonstrated comparable yet distinct physiological properties of WT and *nagR*-KO strains, prompting a follow-up transcriptome profiling to infer genes differentially expressed in the mutant.

10.1128/msystems.00343-22.5 FIG S3 Metabolic profiling of the B. longum subsp. *infantis* ATCC 15697 *nagR*-KO mutant. (A and B) HMO consumption (A) and organic acid production (B) profiles of B. longum subsp. *infantis* ATCC 15697 WT and *nagR*-KO strains grown in MRS-CS-HMO. Data points represent the mean of three biological replicates. Error bars depict 95% confidence intervals for the mean. Time points where the metabolite concentrations for WT and *nagR*-KO strains were significantly different (*, *P*_adj_ < 0.05) were identified using linear regression. Bonferroni correction was used to adjust for multiple testing. Download FIG S3, PDF file, 0.1 MB. Copyright © 2022 Arzamasov et al. 2022 Arzamasov et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Comparative transcriptomics corroborates the role of NagR as a global negative regulator of LNB/GNB, LNT, and LNnT utilization in B. longum subsp. *infantis*.

We used transcriptome sequencing (RNA-seq) to compare transcriptomes of *nagR*-KO and WT strains of B. longum subsp. *infantis* ATCC 15697 grown in MRS-CS supplemented with Lac or LNnT, yielding four experimental conditions (Fig. 3A). 

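Overnight cultures of both strains grown with lactose (Lac) were washed, transferred to medium with 1% (wt/vol) Lac or lacto-*N*-neotetraose (LNnT) and sampled at an optical density of 0.35. The overnight cultures of the *nagR*-KO mutant alone held spectinomycin, and the later medium held no antibiotic. The 4 conditions had 3 biological replicates each, which gave 12 libraries of rRNA-depleted RNA. In the study design table of Text S2, all Lac libraries have batch number 1 and all LNnT libraries have batch number 2. The carbon source and the batch therefore cannot be told apart, whereas the strains were compared within a batch. The authors trimmed adapters, removed reads that aligned to rRNA genes and pseudoaligned the remaining reads to the transcriptome of the strain with Kallisto, without a strand option. They then rebuilt estimated counts per gene with tximport and deposited them for 2508 genes, without normalization between libraries. The libraries of the WT strain in MRS-CS-Lac held 3471109 to 6504247 estimated counts (median of 4505550), and those of the *nagR*-KO mutant held 4989403 to 5947403 (median of 5087888). In MRS-CS-LNnT, the totals were 3864477 to 6109370 (median of 5846503) for the WT and 4016390 to 5587651 (median of 5396176) for the mutant.

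From these values, whole counts were obtained by rounding, and the 2366 genes with more than 1 CPM (counts scaled to the library size) in at least 3 libraries were kept, the filter of the authors' code. The counts were normalized by the TMM method, and all 4 conditions were fitted together in edgeR with 1 coefficient per condition. Contrasts were tested with edgeR's quasi-likelihood test, in place of the voom and *limma* step of the authors, and *P* values were adjusted over the 2366 genes by the Benjamini-Hochberg procedure. Genes with an adjusted *P* value under 0.01 and an absolute log2 fold change (FC) over 1 were called differentially expressed, as in the paper. Standard errors (SE) of log2 FC were derived from the FC and its quasi-likelihood F statistic. Values in CPM are TMM-normalized and are given as mean ± SD over the 3 libraries. A set of 33 genes had estimated counts identical to those of another gene in all 12 libraries, among them 4 genes of the NagR regulon. These are *hmoC* and *hmoC2*, and *hmoB* and *hmoB2*, whose reads cannot be assigned to 1 gene of each pair. Both genes of each pair enter the counts and medians over the regulon and the H1 cluster.

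The *nagR* gene itself (Blon_0880) was inactivated by a single crossover that duplicates an internal fragment and deletes no part of the gene, so that its reads need not be lost and do not check the strain labels. In MRS-CS-Lac, *nagR* was at 155, 155 and 165 CPM in the WT libraries and at 185, 190.0 and 199 CPM in the *nagR*-KO libraries (log2 FC of 0.27, SE of 0.062, adjusted *P* = 0.0039 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In MRS-CS-LNnT, it was at 203, 185 and 189.8 CPM in the WT and at 259, 244 and 226 CPM in the mutant (log2 FC of 0.34, SE of 0.061, adjusted *P* = 0.000675 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the log2 FC in MRS-CS-Lac stayed between 0.23 and 0.30. It did not pass the adjusted *P* threshold without WT Lac replicate 1 (log2 FC of 0.26) or 2 (0.23) or without *nagR*-KO Lac replicate 2 (0.28) or 3 (0.25).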

The choice of carbon sources was based on a previous study, where LNnT had induced many HMO utilization genes and Lac had been used as a comparator (45). Principal component analysis (PCA) of TMM-normalized (52) counts revealed that each experimental condition formed a distinct cluster (Fig. 3B). Specifically, PCA separated samples by carbon source (principal component 1 [PC1], 38.8% of the total variance) and strain (PC2, 21.1% of the total variance).

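The PCA was computed on log2 CPM of the 2366 genes with a prior count of 2, centered and not scaled, as in the authors' code. PC1 held 38.8% of the variance, PC2 21.0% and PC3 14.0%. On PC1, the mean score was −8.91 ± 1.55 (SD, n = 3) for the WT and −10.7 ± 0.155 for the *nagR*-KO mutant in MRS-CS-Lac, against 2.71 ± 0.551 and 16.9 ± 3.03 in MRS-CS-LNnT. On PC2, the mean score was 7.34 ± 1.58 for the WT and −10.8 ± 0.618 for the mutant in MRS-CS-Lac, and 8.10 ± 1.43 and −4.65 ± 3.00 in MRS-CS-LNnT. Carbon source accounted for 77.8% of the variance of the PC1 scores and strain for 7.81%. For the PC2 scores, strain accounted for 89.3% and carbon source for 4.48%. In the plane of PC1 and PC2, the largest distance between libraries of the same condition was 8.53, and the smallest distance between libraries of different conditions was 9.19. The carbon sources have different batch numbers, so the separation on PC1 by carbon source cannot be told apart from one by batch. The share of PC1 rose most, to 43.0%, when only genes over 1 CPM in all 12 libraries were used, and the share of PC2 fell most, to 15.9%, when genes were scaled to unit variance. With each library left out in turn, PC1 held 34.7% to 42.4% and PC2 19.0% to 24.4% of the variance.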

**FIG 3:**
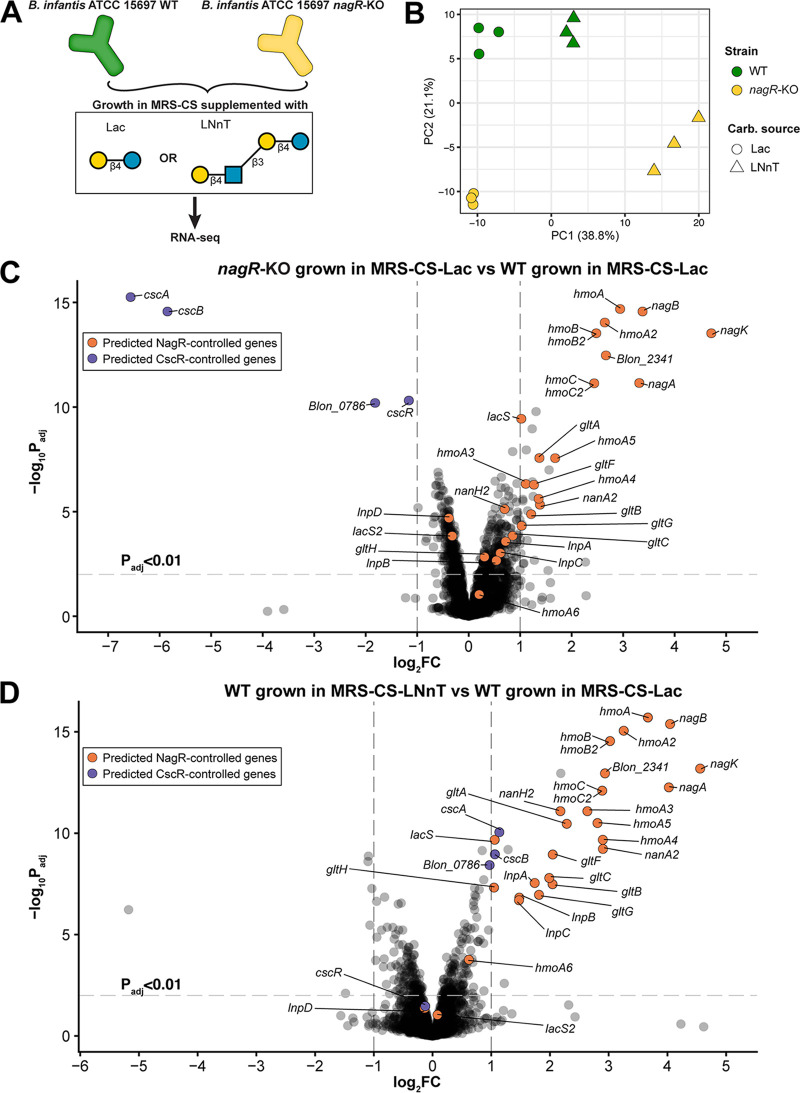
RNA-seq of WT and *nagR*-KO strains grown in MRS-CS supplemented with Lac or LNnT. (A) Schematic representation of the experimental design; (B) PCA of TMM-normalized count data. Each data point represents one sample. (C and D) Volcano plots depicting the log_2_ FC of gene expression versus the −log_10_ *P*_adj_. Panel C compares *nagR*-KO and WT strains grown in MRS-CS-Lac, whereas panel D compares the WT strain grown in MRS-CS-LNnT and MRS-CS-Lac. Criteria for calling differentially expressed genes were as follows: *P*_adj_ < 0.01 and absolute FC > 2. Genes constituting the reconstructed NagR and CscR regulons are colored in orange and purple, respectively.

Linear modeling implemented in the *limma* framework (53) revealed significant upregulation (fold change [FC] of >2 and adjusted *P* [*P*_adj_] value of <0.01) of multiple *nag*, *lnp*, and H1 cluster genes in the *nagR*-KO strain grown in MRS-CS-Lac compared to the WT grown in MRS-CS-Lac (Fig. 3C and Table S2A). 

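Between the *nagR*-KO mutant and the WT in MRS-CS-Lac, 41 of the 2366 genes were called differentially expressed, of which 37 were upregulated and 4 downregulated in the mutant. In the *nag* cluster, *nagK* (Blon_0879, putative *N*-acetylglucosamine kinase) was expressed at 23.2 ± 1.56 CPM (SD, n = 3) in the WT and at 602 ± 12.2 CPM in the mutant (log2 FC of 4.71, SE of 0.069, adjusted *P* = 1.29e-15 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Expression of *nagB* (Blon_0881, glucosamine-6-phosphate deaminase) increased from 231 ± 8.82 to 2403 ± 18.6 CPM (log2 FC of 3.38, SE of 0.054). In the *lnp* cluster, the transporter gene *gltA* (Blon_2177) increased from 112 ± 12.2 to 292 ± 7.67 CPM (log2 FC of 1.37, SE of 0.077, adjusted *P* = 1.06e-08 by the same edgeR test with Benjamini-Hochberg adjustment). In the H1 cluster, *hmoA* (Blon_2347) increased from 228 ± 5.64 to 1753 ± 13.3 CPM (log2 FC of 2.94, SE of 0.044) and *hmoA2* (Blon_2344) from 541 ± 23.7 to 3389 ± 49.4 CPM (log2 FC of 2.65, SE of 0.050). The permease genes *hmoB* and *hmoB2*, which share their reads, had a log2 FC of 2.48, and *hmoC* and *hmoC2*, which likewise share theirs, had a log2 FC of 2.43. For each of these genes, all 3 mutant libraries lay above all 3 WT libraries, by more than the spread between replicates. The number of called genes moved most, to 147, when the requirement of an absolute log2 FC over 1 was replaced by a test against a 1.2-fold change (edgeR's glmTreat).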

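By cluster, the genes of the reconstructed regulon that passed both thresholds in the *nagR*-KO mutant in MRS-CS-Lac were 5 of 7 in the *nag* cluster, 2 of 7 in the *lnp* cluster and 12 of 15 in the H1 cluster. The list of 29 genes was predicted from genome sequences, and the same number of genes was upregulated when *P* values were adjusted over the list alone. Of the other 10 genes, *lnpA* (log2 FC of 0.71), *lnpB* (0.54), *lnpC* (0.61), *gltC* (0.86), *gltH* (0.34), *nanH2* (0.70) and *nagR* rose by less than 2-fold with an adjusted *P* value under 0.01, so that 26 of the 29 genes were higher in the mutant at that threshold alone, *nagR* with the exceptions given for it. A decrease at that threshold was found for *lnpD* (Blon_2171, log2 FC of −0.38, SE of 0.045) and *lacS2* (Blon_2331, log2 FC of −0.32, SE of 0.046). The remaining gene, *hmoA6* (Blon_2354), had 153 ± 15.1 CPM (SD, n = 3) in the WT and 176 ± 8.89 CPM in the mutant and was not distinguishable between strains (log2 FC of 0.20, SE of 0.087, adjusted *P* = 0.0872 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For 28 of the 29 genes, the 3 libraries of 1 strain all lay on 1 side of the 3 of the other, which 10% of genes would do by chance. The calls of *gltG* (Blon_0884) and *lacS* (Blon_2332), each with a log2 FC of 1.02, rested on the fold threshold. Both fell just under it with DESeq2, with RLE normalization and with no filter on low counts, which left 17 upregulated genes. The log2 FC of *gltG* was 0.95 without WT Lac replicate 2 and also without WT Lac replicate 3, and that of *lacS* was 0.998 without replicate 3 of either strain in MRS-CS-LNnT. Leaving out 1 library thus gave 18 or 19 upregulated genes.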

Overall, 19 out of 29 genes constituting the reconstructed NagR regulon were upregulated. These results demonstrate that NagR, in line with the bioinformatic prediction, functions as a global transcriptional repressor of the *nag*, *lnp*, and H1 loci in B. longum subsp. *infantis* ATCC 15697. In addition, we observed significant upregulation of the *malEFG* operon encoding an ABC transport system for maltose (39) and significant downregulation (FC <−2 and *P*_adj_ < 0.01) of *cscA*, *cscB*, and *cscR* in the *nagR*-KO mutant (Fig. 3C and Table S2A). 

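At the level of whole clusters, the median log2 FC between the *nagR*-KO mutant and the WT in MRS-CS-Lac was 1.27 over the 7 *nag* genes, 0.71 over the 7 *lnp* genes and 1.68 over the 15 H1 genes. Single genes ranged from 0.27 to 4.71 in the *nag* cluster, from −0.38 to 1.37 in the *lnp* cluster and from −0.32 to 2.94 in the H1 cluster. In the study design table, these 6 libraries belong to 1 batch. The paper had predicted NagR operators upstream of genes in all 3 clusters, overlapping promoter elements, and had hypothesized that NagR is a repressor. From the upregulation of these genes when *nagR* is inactivated and the cells grow on Lac, the paper concludes that NagR represses transcription of the *nag*, *lnp* and H1 loci.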

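In MRS-CS-Lac, *malE* (Blon_2444) was expressed at 575 ± 42.1 CPM (SD, n = 3) in the WT and at 1424 ± 30.7 CPM in the *nagR*-KO mutant (log2 FC of 1.31, SE of 0.054, adjusted *P* = 2.66e-10 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Expression of *malF* (Blon_2442) rose from 104 ± 2.27 to 227 ± 1.28 CPM (log2 FC of 1.12, SE of 0.058), and that of *malG* (Blon_2441) from 100.4 ± 1.15 to 208 ± 4.30 CPM (log2 FC of 1.05, SE of 0.093). Among all called genes, those with the largest changes were *cscA* and *cscB*. The fructofuranosidase gene *cscA* (Blon_0787) had 2409 ± 44.9 CPM in the WT and 25.6 ± 2.76 CPM in the mutant (log2 FC of −6.56, SE of 0.071, adjusted *P* = 8.37e-17 by the same edgeR test with Benjamini-Hochberg adjustment). The sucrose permease gene *cscB* (Blon_0788) had 1551 ± 39.9 and 27.0 ± 2.75 CPM (log2 FC of −5.85, SE of 0.080). The regulator gene *cscR* (Blon_0789) fell less, from 438 ± 6.15 to 195 ± 1.11 CPM (log2 FC of −1.16, SE of 0.041). Blon_0786, annotated in Table S2A as a permease component of an ABC-type nitrate/sulfonate/bicarbonate transport system, also fell, from 149.6 ± 1.35 to 42.5 ± 3.49 CPM (log2 FC of −1.81, SE of 0.063). Under all alternatives of normalization, filtering, test and left-out libraries that were tried, the log2 FC of *malG* stayed between 1.02 and 1.10, that of *cscA* between −6.65 and −6.49 and that of *cscR* between −1.20 and −1.12.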

The latter genes are involved in sucrose uptake and catabolism (54) and are predicted to be controlled by a local repressor from the LacI family, CscR (48). The downregulation of the *csc* genes was consistent with significantly decreased AUC of the *nagR*-KO mutant cultivated in the medium supplemented with sucrose (Fig. 2B). No potential NagR operators were identified in the promoter regions of *malEFG* and *csc* cluster genes, suggesting that the effect of the *nagR* knockout on their expression was indirect.

10.1128/msystems.00343-22.9 TABLE S2 List of differentially expressed genes (*P*_adj_ < 0.01; absolute log_2_ FC > 1) between selected experimental conditions in the RNA-seq experiment. 

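Outside the reconstructed NagR regulon, 22 genes were called between the *nagR*-KO mutant and the WT in MRS-CS-Lac, 18 upregulated and 4 downregulated in the mutant. Apart from genes under 2 CPM, the largest rise was that of Blon_2183, annotated in Table S2A as a glucose- or fructose-specific phosphotransferase system IIABC component. It rose from 199.5 ± 15.5 CPM (SD, n = 3) to 584 ± 2.52 CPM (log2 FC of 1.55, SE of 0.10, adjusted *P* = 6.83e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The hypothetical gene Blon_1198 rose from 13.1 ± 0.833 to 31.7 ± 1.01 CPM (log2 FC of 1.26, SE of 0.12). Larger log2 FC values came from genes with few counts. Blon_1132 was at 0.189 ± 0.211 CPM in the WT and at 1.17 ± 0.402 CPM in the mutant (log2 FC of 2.41, SE of 0.63). Its call was lost when any 1 library was left out, other than WT Lac replicate 1, WT LNnT replicate 2 or *nagR*-KO LNnT replicate 3, with log2 FC values of 2.06 to 2.55 and adjusted *P* values of 0.0100 to 0.0515 by the same edgeR test with Benjamini-Hochberg adjustment. Blon_1498 (0.611 ± 0.198 and 1.90 ± 0.277 CPM, log2 FC of 1.64, SE of 0.39) lost its call when WT Lac replicate 2 or 3 or any 1 *nagR*-KO Lac replicate was left out, with log2 FC values of 1.37 to 1.72. The call of Blon_1192 (3.88 ± 0.958 and 9.18 ± 1.90 CPM, log2 FC of 1.29, SE of 0.26) was lost without WT Lac replicate 2, where the log2 FC was 1.10. DESeq2 did not call Blon_1132 or Blon_1498, and a fit to the 6 libraries compared did not call Blon_1132.

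Between the WT in MRS-CS-LNnT and the WT in MRS-CS-Lac, 11 genes outside the regulon were called, 5 upregulated and 6 downregulated in MRS-CS-LNnT. Blon_2064, annotated in Table S2B as a putative DeoR-family regulator of galactose utilization, rose from 179.7 ± 16.5 to 437 ± 7.20 CPM (log2 FC of 1.28, SE of 0.057, adjusted *P* = 6.17e-10 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the opposite direction, Blon_0388, annotated as GTP cyclohydrolase II and 3,4-dihydroxy-2-butanone 4-phosphate synthase, fell from 360.2 ± 13.2 to 167 ± 7.96 CPM (log2 FC of −1.10, SE of 0.056). The putative lysin gene Blon_1831 had an estimated count of 0 in each of the 3 WT libraries in MRS-CS-LNnT, against 3.61 ± 0.287 CPM in MRS-CS-Lac. Taking 3 counts over the 3 libraries as the floor, or 0.197 CPM, against 3.64 CPM over the pooled WT Lac libraries, it was at least 18.4-fold lower in MRS-CS-LNnT. In those libraries, Blon_1571 had 50, 70 and 42 estimated counts. With the counts of Blon_1831 and Blon_1571 summed, an alternative chosen after seeing the data, the log2 FC was 0.39 (SE of 0.21) and no fall was seen. Blon_0153 (2.69 ± 0.471 and 1.10 ± 0.698 CPM) was called with an adjusted *P* of 0.00962 by the same edgeR test with Benjamini-Hochberg adjustment, and lost this call when any 1 library other than WT LNnT replicate 3 was left out, with log2 FC values of −1.55 to −1.19 and adjusted *P* values of 0.0106 to 0.0557 by edgeR with Benjamini-Hochberg adjustment. It was also lost with DESeq2, no filter on low counts, a fit to the 6 libraries compared, the replicate block and identical genes summed. The call of Blon_1549 (2.91 ± 0.728 and 6.95 ± 1.58 CPM, log2 FC of 1.23) was lost without WT Lac replicate 1 (log2 FC of 1.11) and without WT LNnT replicate 1 (log2 FC of 1.04), and in a fit to the 6 libraries compared.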

(A) *nagR*-KO mutant grown in MRS-CS-Lac versus WT grown in MRS-CS-Lac; (B) WT grown in MRS-CS-LNnT versus WT grown in MRS-CS-Lac. Download Table S2, XLSX file, 0.02 MB. Copyright © 2022 Arzamasov et al. 2022 Arzamasov et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

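In the WT, 36 genes were called differentially expressed between MRS-CS-LNnT and MRS-CS-Lac by edgeR, 30 upregulated and 6 downregulated with LNnT. Within the reconstructed NagR regulon, the upregulated genes were 6 of 7 in the *nag* cluster, 6 of 7 in the *lnp* cluster and 13 of 15 in the H1 cluster, and their number was the same with *P* values adjusted over the list alone. The median log2 FC was 2.05 in the *nag* cluster, 1.74 in the *lnp* cluster and 2.89 in the H1 cluster. Expression of *nagK* (Blon_0879) reached 542 ± 22.5 CPM (SD, n = 3) with LNnT (log2 FC of 4.56, SE of 0.069, adjusted *P* = 2.18e-15 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Expression of *nagB* (Blon_0881) reached 3826 ± 171 CPM (log2 FC of 4.05, SE of 0.055), that of *gltA* (Blon_2177) 549 ± 37.5 CPM (log2 FC of 2.29, SE of 0.076) and that of *hmoA* (Blon_2347) 2902 ± 66.4 CPM (log2 FC of 3.67, SE of 0.045, adjusted *P* = 3.72e-16 by the same edgeR test with Benjamini-Hochberg adjustment). The 4 regulon genes that did not pass both thresholds were *nagR* (log2 FC of 0.28), *lnpD* (−0.13), *lacS2* (0.11) and *hmoA6* (0.62). The call of *gltH* (Blon_0885, log2 FC of 1.05) was lost with upper-quartile normalization and without WT LNnT replicate 1, where its log2 FC was 0.995, which left 24 upregulated genes. For all 29 genes, the 3 libraries of 1 carbon source lay on 1 side of the 3 of the other, against 10% of genes by chance. LNnT and Lac libraries have different batch numbers, so these differences hold the carbon source and the batch together.

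A total of 22 genes were called both in this comparison and in that of the *nagR*-KO mutant with the WT in MRS-CS-Lac. Of these, 19 belong to the regulon and were upregulated in both, and the other 3 (*cscA*, *cscB* and Blon_1831) changed in opposite directions. Of these, Blon_1831 lost its call in the mutant when any 1 WT Lac replicate or *nagR*-KO Lac replicate 1 or 2 was left out, with log2 FC values of 0.99 to 1.13, and with DESeq2. With the counts of Blon_1831 and Blon_1571 summed, an alternative chosen after seeing the data, neither comparison passed the thresholds. The log2 FC values were then both positive, 0.56 (SE of 0.20) in the mutant with Lac and 0.39 (SE of 0.21) in the WT with LNnT. Both comparisons use the same 3 WT Lac libraries, so their log2 FC values are related even with no effect. In 100 simulations, all 12 libraries were drawn with no gene changed between conditions. The correlation of log2 FC across genes then had a median of 0.52, and no gene was called in both by edgeR at the same thresholds. The observed correlation was 0.28 over all 2366 genes and 0.05 outside the regulon, below the simulated values, whereas the number of genes called in both was above them. No gene was changed in the simulations, so they do not give the shared calls expected where each comparison holds changed genes.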

RNA-seq of the WT strain revealed that 25 out of 29 genes constituting the predicted NagR regulon were upregulated during growth in MRS-CS-LNnT compared to MRS-CS-Lac (Fig. 3D and Table S2B). 

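The *nagR*-KO mutant in MRS-CS-Lac and the WT in MRS-CS-LNnT were also compared directly, although strain, carbon source and batch all differ between these groups. At an adjusted *P* value under 0.01 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and without a fold threshold, 26 of the 29 regulon genes were higher in the WT in MRS-CS-LNnT. These were 5 of 7 *nag* genes, all 7 *lnp* genes and 14 of 15 H1 genes, and the number was the same when adjusted over the list alone. The differences were smaller than those from the WT in MRS-CS-Lac, with a median log2 FC of 0.70 for the *nag*, 0.91 for the *lnp* and 0.55 for the H1 cluster. With the 2-fold threshold added, 7 genes passed. Of these, *lnpA* had a log2 FC of 1.02 that fell to 0.98 without *nagR*-KO Lac replicate 1, to 0.91 without WT LNnT replicate 1 and to 0.93 with upper-quartile normalization, whereas that of *lnpB* rose from 0.95 to 1.02 without WT LNnT replicate 2. Within the regulon, the largest difference was that of *hmoA4* (Blon_2351), with 139.5 ± 0.971 CPM (SD, n = 3) in the mutant in MRS-CS-Lac and 406 ± 39.0 CPM in the WT in MRS-CS-LNnT (log2 FC of 1.54, SE of 0.11, adjusted *P* = 1.29e-07 by the same edgeR test with Benjamini-Hochberg adjustment). Among the genes with the highest expression, *nagB* differed by a log2 FC of 0.67 (SE of 0.048), *hmoA* by 0.73 (SE of 0.039) and *hmoA2* by 0.61 (SE of 0.046). The exceptions were *nagK*, which was slightly lower in the WT in MRS-CS-LNnT (log2 FC of −0.15, SE of 0.050, adjusted *P* = 0.0302 by the same edgeR test with Benjamini-Hochberg adjustment), *nagR* (log2 FC of 0.01, SE of 0.061) and *lacS* (log2 FC of 0.04, SE of 0.043). With upper-quartile normalization, the log2 FC changed sign for *nagR* (−0.085) and *lacS* (−0.056), and neither passed the adjusted *P* threshold. In that setting, 24 genes were higher, since *lnpD* and *hmoA6* no longer passed it. The sign of *nagR* also changed without *nagR*-KO Lac replicate 1 (log2 FC of −0.01) and without WT LNnT replicate 1 (log2 FC of −0.03). Leaving out *nagR*-KO Lac replicate 3 or WT LNnT replicate 1 gave 25 higher genes, since *hmoA6* no longer passed, with a log2 FC of 0.38 and 0.34, respectively, and leaving out any other library gave 26.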

The expression of *nag*, *lnp*, and H1 cluster genes was higher in the WT strain cultured in the presence of LNnT than in the *nagR*-KO mutant cultured in MRS-CS-Lac (Fig. S4). These observations point to the presence of additional transcriptional activation mechanism(s) that may contribute to the upregulation of these gene clusters during the growth of B. longum subsp. *infantis* in the medium containing LNnT. In addition, we observed a significant upregulation of *malK* (Fig. S4 and Table S2B), encoding a shared ATPase component that potentially energizes multiple carbohydrate-specific ABC transporters in B. longum subsp. *infantis* (48). 

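In the WT, *malK* (Blon_2475, maltose/maltodextrin transport ATP-binding protein) was expressed at 1126 ± 33.6 CPM (SD, n = 3) in MRS-CS-Lac and at 5111 ± 164 CPM in MRS-CS-LNnT (log2 FC of 2.18, SE of 0.052, adjusted *P* = 3.29e-13 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 LNnT libraries lay above all 3 Lac libraries, and the carbon sources have different batch numbers. In MRS-CS-Lac, *malK* was also higher in the *nagR*-KO mutant (2033 ± 35.3 CPM) than in the WT, with a log2 FC of 0.85 (SE of 0.050) that stayed under the 2-fold threshold. In the mutant, it reached 7974 ± 452 CPM in MRS-CS-LNnT, a log2 FC of 1.97 (SE of 0.051) from MRS-CS-Lac. The effects of LNnT in the WT and in the mutant were not distinguishable at the threshold used (interaction log2 FC of −0.21, SE of 0.070, adjusted *P* = 0.0261 by the same edgeR test with Benjamini-Hochberg adjustment).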

The upregulation of *malK* is likely tied with the enhanced energetic needs associated with the induction of genes encoding multiple ABC transport systems (GltFGH, GltABC, HmoABC, HmoA2B2C2, HmoA3 to A5).

10.1128/msystems.00343-22.6 FIG S4 Heat map depicting the expression of genes from Table S2A and B across four experimental conditions (WT and *nagR*-KO strains grown in MRS-CS supplemented with Lac or LNnT). Genes constituting the reconstructed NagR regulon are in boldface. Lines depict gene clusters from Fig. 1B. 

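Across the 4 conditions, the clusters differed in how expression in the *nagR*-KO mutant compared with the WT when both were grown in MRS-CS-LNnT, a comparison within 1 batch number. In the *nag* cluster, the median log2 FC of the mutant against the WT was 1.19, and *nagK* reached 1623 ± 86.5 CPM (SD, n = 3) in the mutant (log2 FC of 1.58, SE of 0.051, adjusted *P* = 1.77e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the *lnp* cluster, the median log2 FC was 2.10, and *lnpA* (Blon_2174) rose from 308 ± 42.2 CPM in the WT to 1373 ± 112 CPM in the mutant (log2 FC of 2.15, SE of 0.090). In the H1 cluster, the median log2 FC was −0.78, and the 11 genes from Blon_2341 to *hmoA4* (Blon_2351) were all lower in the mutant, with log2 FC values of −2.36 to −0.74. Expression of *hmoA* fell to 1016 ± 24.7 CPM in the mutant (log2 FC of −1.51, SE of 0.040, adjusted *P* = 2.11e-12 by the same edgeR test with Benjamini-Hochberg adjustment), and *hmoA3* (Blon_2350) had 674 ± 44.6 and 139.7 ± 17.1 CPM (log2 FC of −2.26, SE of 0.080). The log2 FC of *hmoA2*, −1.01, fell short of the 2-fold threshold without WT LNnT replicate 1, where it was −0.97, and with more than 1 CPM required in all 12 libraries, where it was −0.99. The adjacent gene *hmoA5* (Blon_2352) instead rose from 399 ± 35.6 to 611 ± 23.6 CPM (log2 FC of 0.61, SE of 0.074). The difference between the strain effects in the 2 media was itself tested, and passed both thresholds for 12 of the 15 H1 genes, all with a lower effect in MRS-CS-LNnT. It did so for 6 of the 7 *lnp* genes as well, all with a higher effect in MRS-CS-LNnT, 1 of which (*lnpD*) fell under the 2-fold threshold with upper-quartile normalization (log2 FC of 0.98), which also brought *lacS* past it (log2 FC of −1.05). The RNA values give no copy number of these genes.

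**Figure D1:**
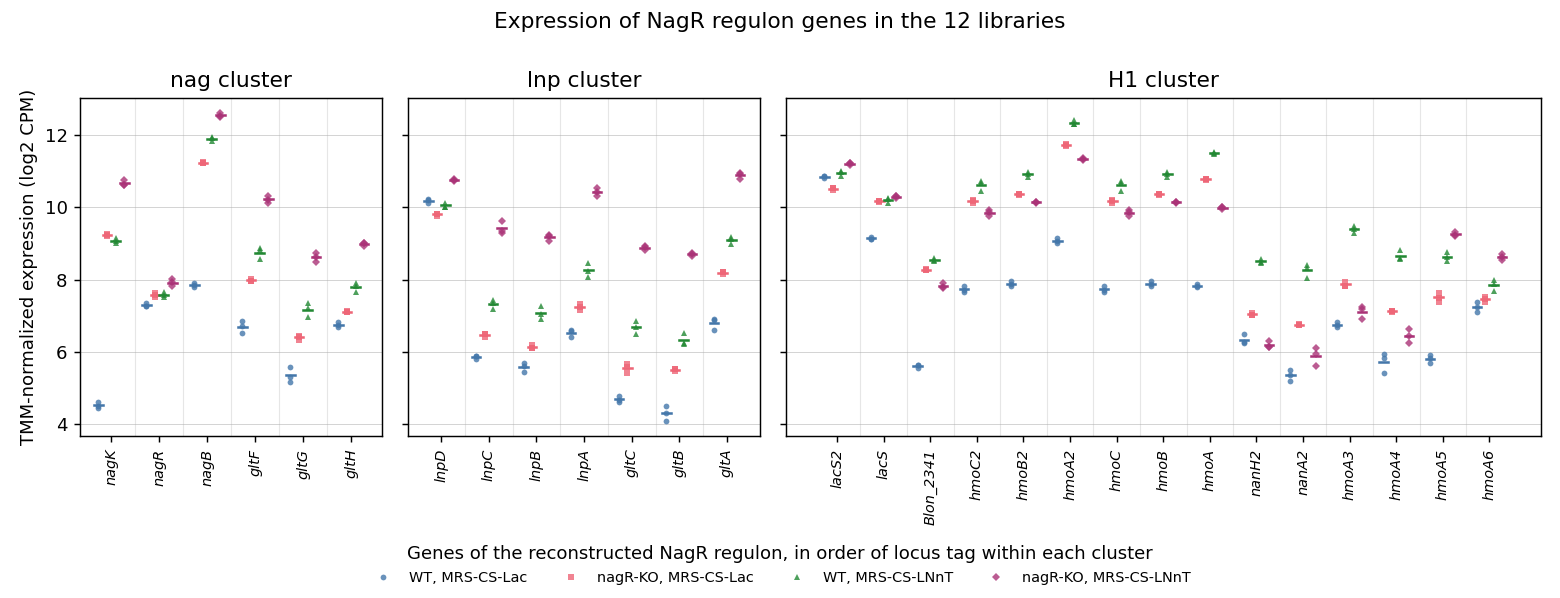
TMM-normalized expression (log2 CPM, y axis) of genes of the reconstructed NagR regulon in the *nag*, *lnp* and H1 clusters (x axis, in order of locus tag), in WT and *nagR*-KO strains grown in MRS-CS-Lac or MRS-CS-LNnT. Each point is 1 of the 12 libraries and each bar the mean of 3. From Blon_2341 to *hmoA4*, the mutant in MRS-CS-LNnT lies below the WT in MRS-CS-LNnT, whereas it lies above it in the *lnp* cluster.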

Download FIG S4, TIF file, 1.7 MB. Copyright © 2022 Arzamasov et al. 2022 Arzamasov et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Overall, the obtained transcriptomic data are consistent with the bioinformatic regulon reconstruction and demonstrate that NagR regulates LNB/GNB, LNT, and LNnT utilization in B. longum subsp. *infantis* by repressing genomic loci encoding (i) transporters of respective glycans and (ii) GlcNAc and LNB/GNB catabolic pathways.

### Interaction of NagR with predicted operators is dependent on GlcNAc and its phosphorylated derivatives.

To test the interaction between NagR and its predicted binding sites, we cloned the *nagR* gene from B. longum subsp. *infantis* ATCC 15697 and expressed the recombinant protein as a fusion with an N-terminal His tag in Escherichia coli BL21(DE3). The electrophoretic mobility shift assay (EMSA) demonstrated that NagR specifically bound DNA fragments (probes) containing candidate NagR operators located upstream of *nagK*, *nagB*, *gltA*, *hmoA*, *hmoA2*, and *hmoA3* genes (Fig. 4A and B and Fig. 5). Titration with increasing concentrations of NagR revealed that probes *nagK*, *nagB_I*, *hmoA*, *hmoA2* had a high affinity for NagR (50% effective concentration [EC_50_], 13 to 23 nM), whereas probes *gltA* and *hmoA3* had a moderate one (EC_50_, 140 to 180 nM) (Fig. 5). Reactions with probes *nagB_II* and *hmoA6* did not manifest in robust shifts even at high (>500 nM) protein concentrations (Fig. S5A). These results demonstrate that NagR exhibits different affinities to its various operators. 

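The EC50 values of the 6 probes that bound NagR, as given in Text S2, were set against the expression of the gene downstream of each operator in the *nagR*-KO mutant and the WT grown in MRS-CS-Lac. The *hmoA* probe (operator TaTGTTAAggAcGTTgACAAA at position −104 relative to the start of the gene) had an EC50 of 13.4 nM (SE of 0.580). The *nagK* probe (TTTGTTAAgATaGTTgtCAAT, −77) had an EC50 of 13.5 nM (SE of 0.490). For *hmoA2* (ATTGTTAggcATGTTgACAAA, −107), it was 14.0 nM (SE of 0.232), and for *nagB* (probe *nagB_I*, ATTGTTAgtATcaTTAACAAA, −170) 22.7 nM (SE of 1.82). The weaker probes were *gltA* (ATTGTTAgttggGTTgACAAT, −94), with an EC50 of 140.4 nM (SE of 23.1), and *hmoA3* (TaTGTTAAgAATGTTgACgAA, −106), with 178 nM (SE of 41.2). Expression of *hmoA3* rose from 108 ± 4.83 CPM (SD, n = 3) in the WT to 234 ± 11.6 CPM in the mutant (log2 FC of 1.11, SE of 0.082). Pearson's *r* between log2 EC50 and log2 FC was −0.84 (exact permutation test over all 720 pairings, two-sided, *P* = 0.0444), and Spearman's rho was −0.71 (exact permutation *P* = 0.136). After Benjamini-Hochberg adjustment over these 2 coefficients, the exact permutation *P* values were 0.0889 and 0.136. The relation is across genes, which are not independent replicates. The EC50 values fall into 2 groups, and without the 2 probes farthest from the median, *gltA* and *hmoA3*, *r* was −0.07 over the 4 probes left (exact permutation *P* = 0.833), so the relation rests on those probes. On linear scales, *r* was −0.60 (exact permutation *P* = 0.168). With FC values of the WT in MRS-CS-LNnT against MRS-CS-Lac in place of those of the mutant, it was −0.82 (exact permutation *P* = 0.0694).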

We also observed a significant negative correlation (Pearson *R* = −0.84, *P* < 0.05) between calculated EC_50_ values for probes and expression FCs for corresponding genes in the RNA-seq experiment (*nagR*-KO mutant versus WT grown in MRS-CS-Lac) (Fig. 3C and 4C), indicating the more tightly NagR bound to an operator, the stronger was the observed upregulation of a respective gene in the *nagR*-KO strain.

**FIG 4:**
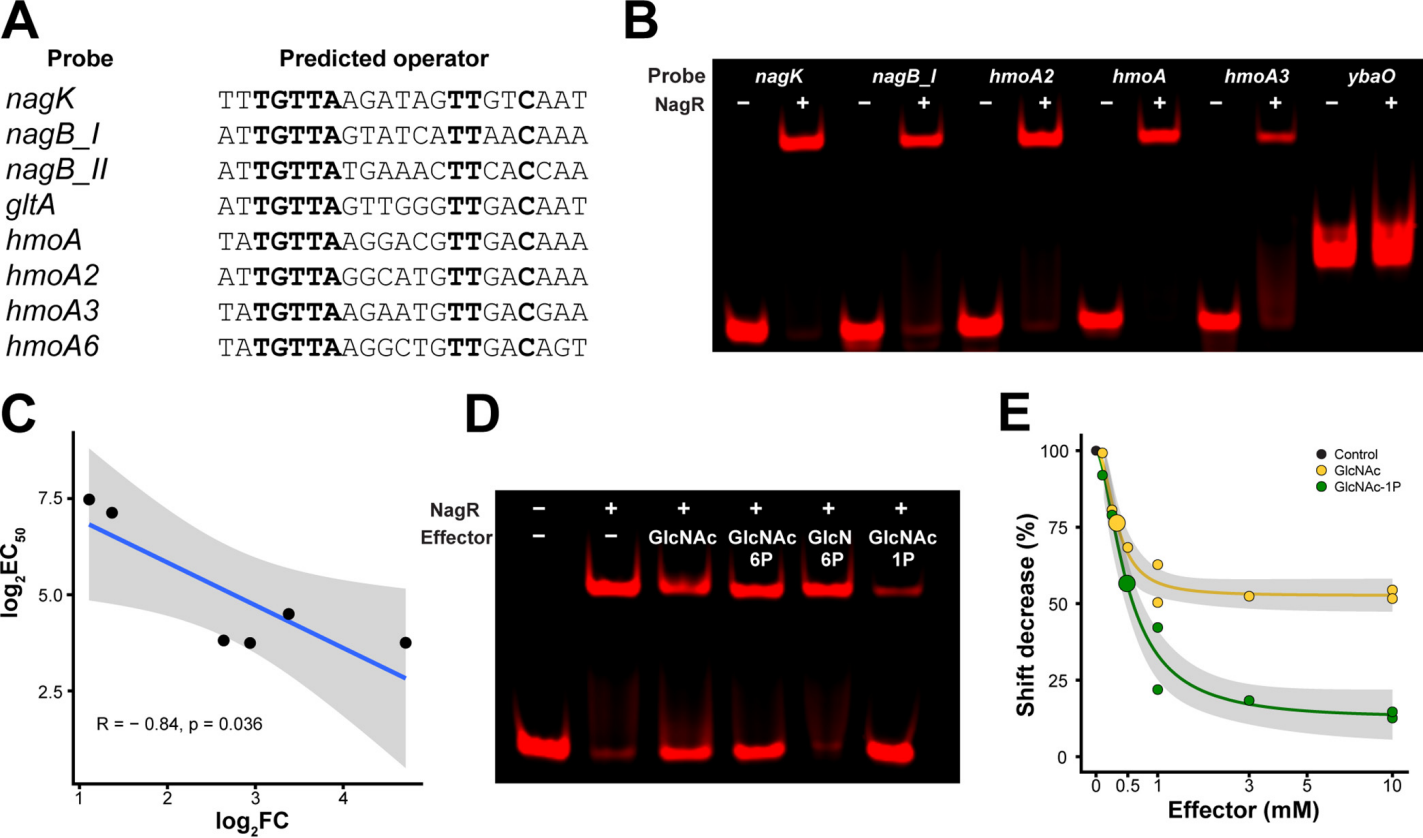
Interactions of recombinant NagR with predicted operators and screening of NagR effectors. (A) Predicted NagR operators identified in the promoter regions of listed genes. Conserved nucleotides are in boldface. The full sequences of probes used in EMSAs are given in Table S1. (B) EMSA gel showing interactions of NagR with DNA probes containing predicted operators. The NagR concentration was 25 nM, and probe concentrations were 1 nM. The *ybdO* probe was used as a control for nonspecific binding. (C) Correlation between probe EC_50_ values determined via EMSA and expression FCs of cognate genes in the RNA-seq experiment (*nagR*-KO mutant versus WT grown in MRS-CS-Lac). (D) Effect of various GlcNAc metabolism intermediates (10 mM) on the interaction between NagR (25 nM) and the *hmoA* probe (1 nM). (E) EC_50_ values of selected NagR effector molecules. The *y* axis depicts the ratio % shift with effector/% shift without effector. Calculated EC_50_ values are shown as big circles. Concentrations of NagR and the *hmoA* probe were 25 nM and 1 nM, respectively.

**FIG 5:**
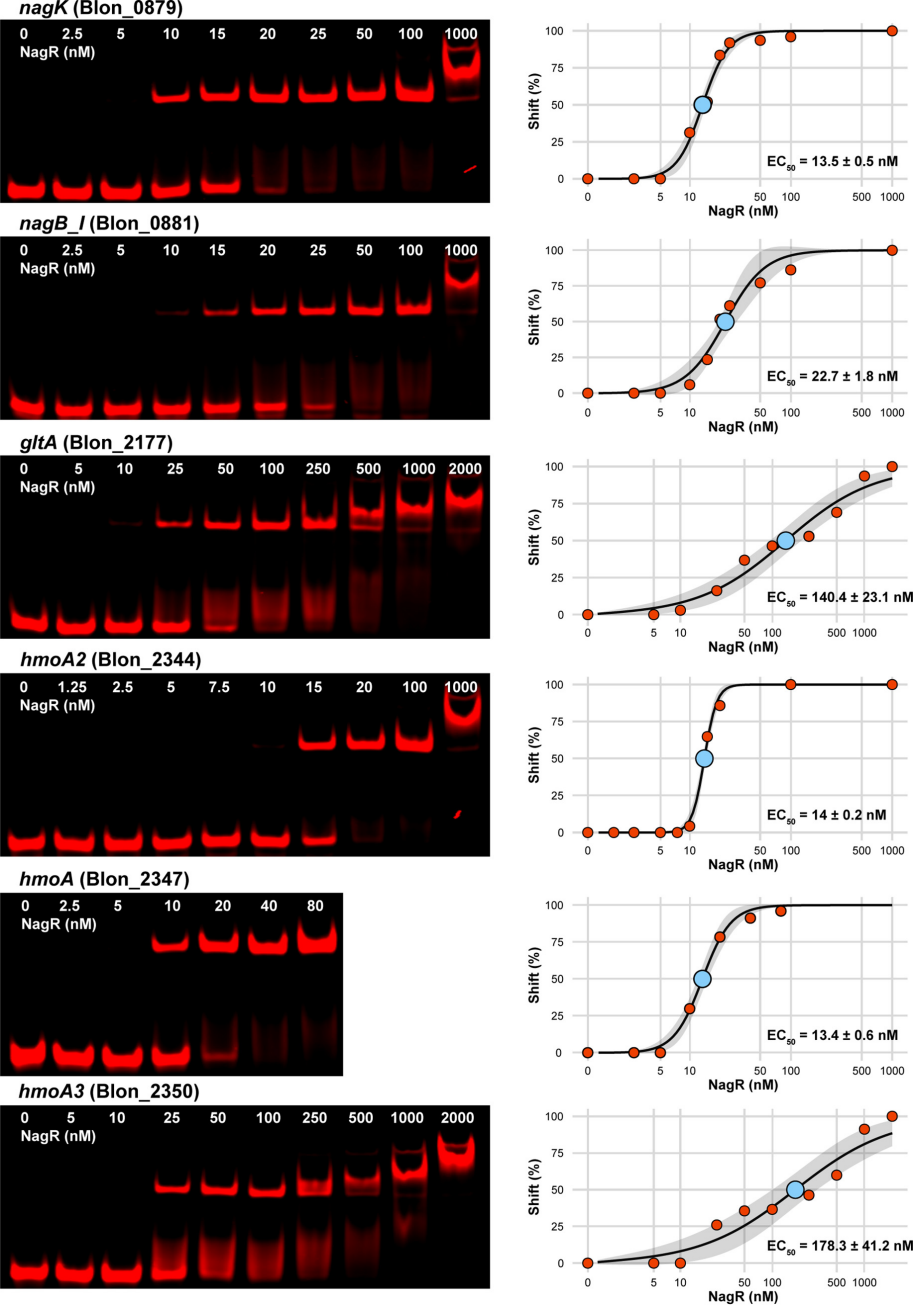
EMSA gels depicting titration of DNA probes (1 nM) containing predicted NagR operators with recombinant NagR. Gels were quantified, and the results were approximated by the 4PL equation. The NagR concentration at which half of the probe is shifted (EC_50_) is shown. Gray shading depicts 95% confidence intervals. The *x* axis is in the log_10_ scale.

10.1128/msystems.00343-22.7 FIG S5 (A) EMSA gels depicting titration of DNA probes (1 nM) containing predicted NagR operators with recombinant NagR; (B) EMSA gels depicting titration of the NagR-DNA probe complex with various effector molecules. Concentrations of NagR and the *hmoA* probe were 25 nM and 1 nM, respectively. Download FIG S5, TIF file, 1.6 MB. Copyright © 2022 Arzamasov et al. 2022 Arzamasov et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/msystems.00343-22.8 TABLE S1 Oligonucleotides used in this study. IRD oligonucleotides are 5′ labeled with the IRD700 dye, whereas RC oligonucleotides are unlabeled. Predicted NagR operators are in boldface. Download Table S1, PDF file, 0.08 MB. Copyright © 2022 Arzamasov et al. 2022 Arzamasov et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To identify potential NagR effector molecules, we used a probe with a high affinity to NagR (*hmoA*) and added various GlcNAc metabolism intermediates (GlcNAc, GlcNAc-6P, GlcN-6P, GlcNAc-1P) to the binding reaction mixture. GlcNAc, GlcNAc-6P, and GlcNAc-1P, but not GlcN-6P, disrupted the NagR-DNA complex at a saturating (10 mM) concentration (Fig. 4D). Titration of the effectors revealed that GlcNAc-6P lost its complex-disrupting effect at 1 mM, whereas GlcNAc and GlcNAc-1P lost their effect at 0.1 mM (Fig. S5B). The calculated effector EC_50_ values were 0.33 ± 0.05 mM for GlcNAc and 0.49 ± 0.06 mM for GlcNAc-1P (Fig. 4E).

Overall, the EMSA results demonstrate that (i) NagR binds its predicted operators with various affinities, and (ii) multiple GlcNAc metabolism intermediates disrupt NagR-DNA interactions *in vitro* and thus serve as plausible NagR transcriptional effectors in B. longum subsp. *infantis*.

### The NagR regulon was a subject of evolutionary expansion in *Bifidobacteriaceae*.

We used the PWM-based approach to identify NagR binding motifs and reconstruct regulons in 25 genomes representing various phylogenetic lineages within the *Bifidobacteriaceae* family to trace the potential evolutionary history of this gene regulatory network. Overall, the sizes and compositions of the reconstructed NagR regulons markedly varied among the studied genomes (Fig. 6A and Table S3). For instance, early diverged *Bifidobacterium* species isolated from insects and dairy products possessed concise NagR regulons comprised of a single genomic locus (*nag*) encoding GlcNAc and predicted *N*,*N′*-diacetylchitobiose catabolic pathways (Text S1). This observation suggests that in ancestral bifidobacteria, the role of NagR was likely confined to local regulation of the GlcNAc catabolic pathway.

**FIG 6:**
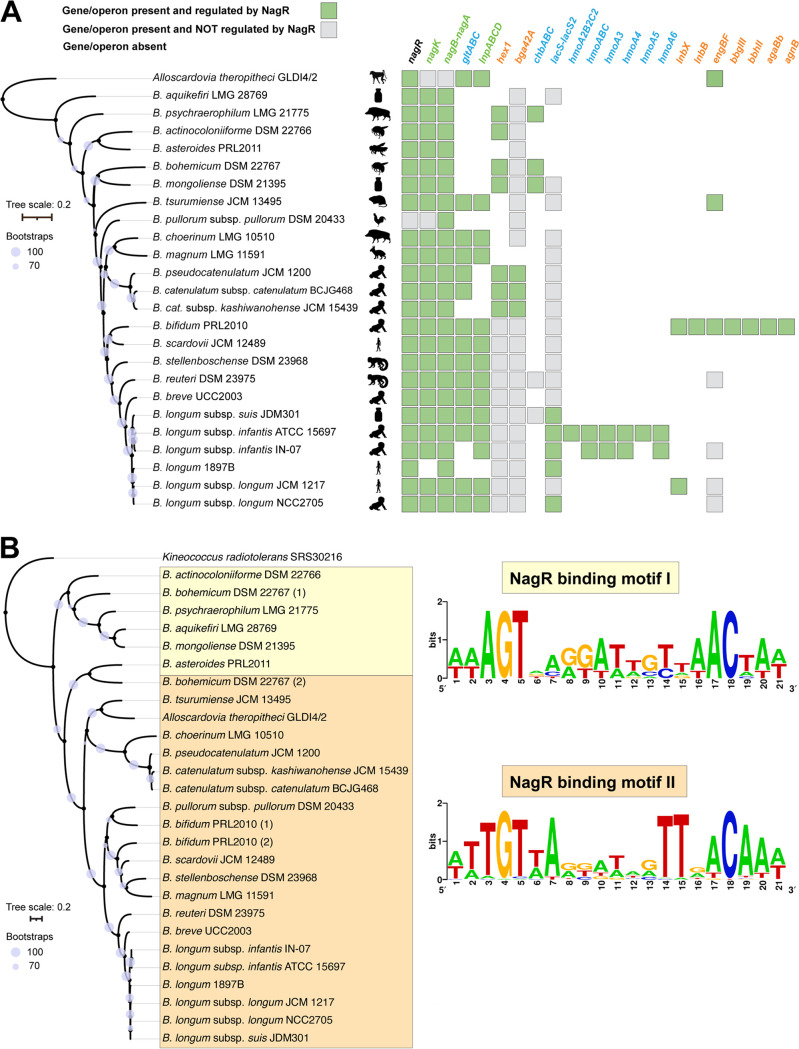
Evolution of the NagR regulon and binding motif within the *Bifidobacteriaceae* family. (A) NagR regulon composition in 25 *Bifidobacteriaceae* strains mapped on a species tree built based on the alignment of 247 core genes. Bootstrap values are shown as purple circles. Black symbols indicate strain isolation sources. Regulon members are colored according to their function: catabolic enzymes are green, GHs are orange, and transporters are blue. (B) NagR-binding motifs mapped on a tree of NagR proteins from 25 *Bifidobacteriaceae* strains. Bootstrap values are shown as purple circles. NagR paralogs in *B. bohemicum* and B. bifidum are denoted by the numbers 1 and 2.

10.1128/msystems.00343-22.1 TEXT S1 Supplemental methods and results. Download Text S1, DOCX file, 0.09 MB. Copyright © 2022 Arzamasov et al. 2022 Arzamasov et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We observed gradual NagR regulon expansion in multiple *Bifidobacterium* genomes isolated from mammalian hosts (Fig. 6A, Table S3, and Text S1). The largest and most complex NagR regulons were identified in strains isolated from the human neonatal gut, namely, B. longum subsp. *infantis* ATCC 15697 and B. bifidum PRL2010. While in B. longum subsp. *infantis*, the NagR regulon expanded to include multiple HMO transporters encoded within the H1 cluster (Fig. 1B), in B. bifidum, the reconstructed regulon contained genes encoding multiple GHs involved in the extracellular degradation of HMOs and mucin *O*-glycans (Text S1). Additionally, the NagR regulon expansion was accompanied by minor variations in the NagR-binding motif (Fig. 6B and Text S1). Taken together, the comparative regulon reconstruction suggests that NagR evolved from a local regulator of GlcNAc catabolism in ancestral bifidobacteria to a global regulator of utilization of various host glycans (e.g., HMOs) in species isolated from the mammalian neonatal gut.

## DISCUSSION

### Regulation of HMO utilization in B. longum subsp. *infantis*.

The predominance of bifidobacteria in the infant gut is linked to their ability to consume and use HMOs as a carbon source (25, 26, 38, 40, 55, 56). B. longum subsp. *infantis* possesses a unique gene cluster (H1) that encodes multiple catabolic enzymes and components of ABC transporters that endow this species with the ability to utilize a multitude of HMOs (25, 36, 38). Previous studies demonstrated that a pooled HMO mixture and individual HMOs (LNT and LNnT) induce the expression of H1 and *nag* cluster genes in B. longum subsp. *infantis* ATCC 15697, suggesting that H1 acts as an HMO-inducible unit and is coregulated with the GlcNAc catabolic pathway (45, 46). However, the regulatory mechanisms underlying this phenomenon were not elucidated.

In this study, we have established NagR-mediated repression of H1, *lnp*, and *nag* cluster genes in B. longum subsp. *infantis* ATCC 15697 by combining PWM-based regulon reconstruction with transcriptome profiling of the *nagR*-KO mutant. The composition of the NagR regulon suggests that this global TF regulates the utilization of LNB/GNB, LNT, LNnT, and potentially other decorated (e.g., sialylated) type I and II HMOs in B. longum subsp. *infantis*. We have also demonstrated the concentration-dependent binding of recombinant NagR to its predicted operators *in vitro*. The EC_50_ values inferred from EMSAs negatively correlated with fold change values for upregulated genes in the *nagR*-KO mutant. Thus, the degree of gene repression by NagR is strongly dependent on the affinity of this TF to its cognate operators in the promoter regions of corresponding genes.

We identified GlcNAc and its phosphorylated derivatives, GlcNAc-6P and GlcNAc-1P, as potential NagR transcriptional effectors in B. longum subsp. *infantis* ATCC 15697. This result is somewhat unexpected since James et al. previously reported GlcNAc-6P, but not GlcNAc, as the NagR transcriptional effector in B. breve UCC2003 (50). This discrepancy may reflect a metabolic adaptation to the more global nature of NagR regulon in B. longum subsp. *infantis*, although, alternatively, it may be due to the differences in the experimental approach, which in our case was based on the use of purified recombinant NagR for EMSAs versus crude cell lysate as in the previous study (50). EMSA data indicated that the acetyl group of these intermediary metabolites played a crucial role in NagR-effector interactions, whereas phosphorylation of GlcNAc appeared to be dispensable. While GlcNAc and GlcNAc-6P have been described as transcriptional effectors of the ROK family TFs (50, 57, 58), the potential effector role of GlcNAc-1P is novel and unexpected. Although *N*-acetylhexosamine 1-kinase (LnpB) can phosphorylate GlcNAc to GlcNAc-1P (59), no enzymes that convert the latter to GlcNAc-6P and thus shunt it to the GlcNAc catabolic pathway have been described in prokaryotes (60). In contrast, GlcNAc-1P can be converted to UDP-GlcNAc by GlcNAc-1P uridyltransferase (GlmU) and enter the peptidoglycan biosynthesis pathway (61). Therefore, additional studies are required to assess the biological significance of GlcNAc-1P functioning as a potential NagR transcriptional effector.

Based on the obtained data, we propose a model (Fig. 7) in which the release of GlcNAc during degradation of LNT and LNnT by intracellular GHs results in derepression of *nag*, *lnp*, and H1 clusters, including genes encoding LNT and LNnT transporters. This model explains the similarity of transcriptomic responses of B. longum subsp. *infantis* to LNT or LNnT in batch cultures (45, 46) and gnotobiotic mice (15) and suggests that utilization of any GlcNAc-containing glycan by this bacterium will result in the upregulation of NagR-controlled genes. Among these glycans might be particular fucosylated HMOs (e.g., LNFP I) and milk *N*-glycans imported by other ABC transport systems (15, 40). Consistent with this notion, a previous study demonstrated that B. longum subsp. *infantis* upregulates *nag* and H1 cluster genes (62) when utilizing *N*-glycosylated human lactoferrin. The proposed model, however, does not explain all transcriptional responses observed during HMO utilization by B. longum subsp. *infantis*. The transcriptomic profile of the WT strain grown in MRS-CS-LNnT suggests that additional mechanisms may coactivate the expression of NagR regulon genes (particularly within the *lnp* cluster) under physiologically inducing conditions.

**FIG 7:**
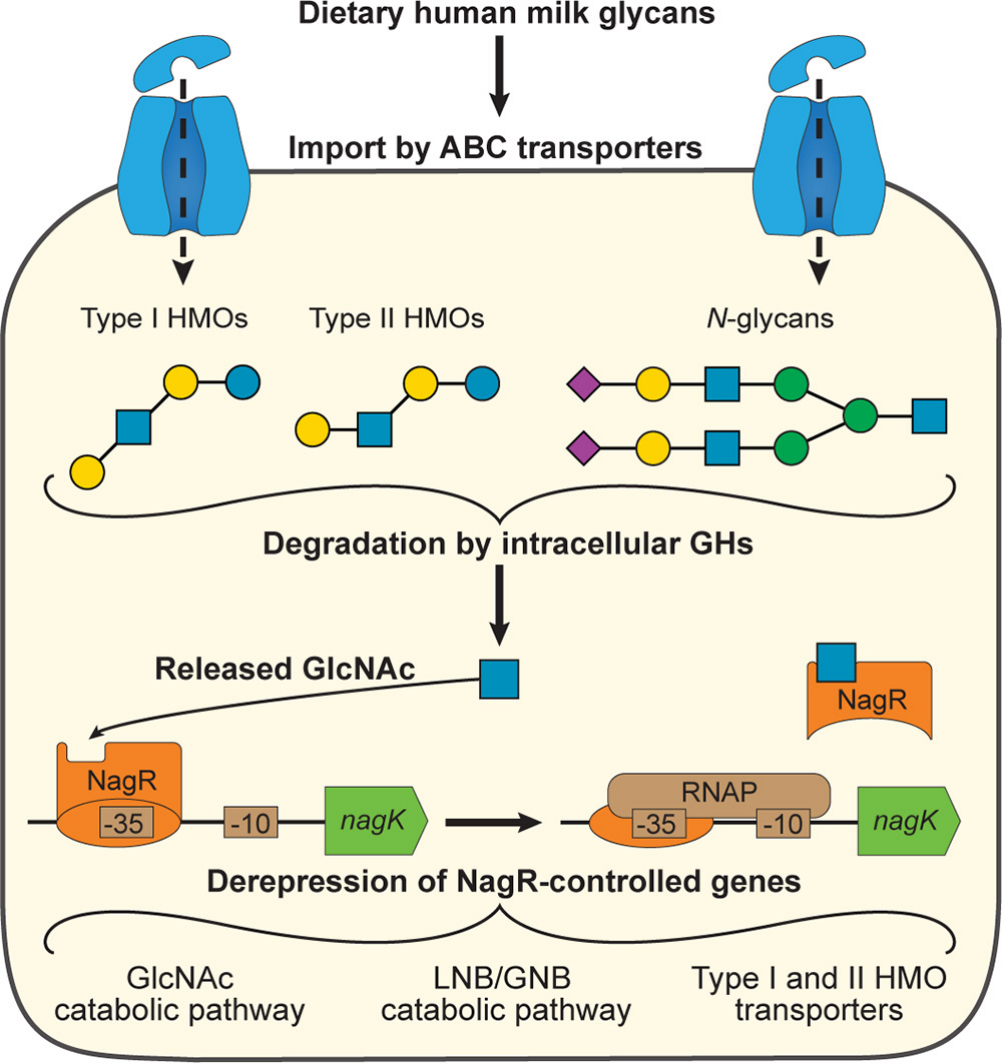
Model of NagR-mediated regulation of HMO utilization in *B. longum* subsp. *infantis*. (Step 1) GlcNAc-containing milk glycans (e.g., LNT and LNnT) are taken up into the cell by various ABC transporters. (Step 2) Once inside the cell, the glycans are degraded by intracellular GHs, and GlcNAc is released. (Step 3) Released GlcNAc interacts with NagR and disrupts the NagR-operator complex, leading to derepression of NagR-controlled genes.

The structure of the NagR-mediated transcriptional network in B. longum subsp. *infantis* likely reflects the evolutionary adaptation of this bacterium to simultaneous foraging of multiple distinct HMOs and other milk glycans. This notion suggests that using a mixture of LNT and LNnT (and potentially other HMOs) rather than individual oligosaccharides as a prebiotic may be a more efficient solution for selective stimulation of B. longum subsp. *infantis* growth in the neonatal gut since it considers the nuanced regulatory mechanisms and physiology of the target organism.

### Evolution of the NagR regulon in bifidobacteria.

Evolution of B. longum subsp. *infantis* was shaped by its ecological niche, specifically adaptation to the foraging of dietary milk glycans (e.g., HMOs) abundantly present in the gut of breastfed infants (38). This adaptation led to the emergence of several unique gene clusters, such as H1 (38), controlled by a complex NagR regulatory network. However, other *Bifidobacterium* species inhabiting the neonatal gut, such as B. breve and B. longum subsp. longum, do not harbor the H1 cluster and have less complex NagR regulons (48, 50). Thus, to elucidate the plausible evolutionary history of the NagR regulon, we reconstructed its content in 25 representative genomes spanning 18 *Bifidobacterium* species and one *Alloscardovia* species isolated from various hosts and environments.

The regulon structure in early diverged *Bifidobacterium* species (e.g., *B. asteroides* and *B. aquikefiri*) suggests that NagR potentially functioned as a local regulator of a single gene cluster involved in GlcNAc and possibly *N*,*N′*-diacetylchitobiose catabolism in ancestral bifidobacteria. Bifidobacteria colonizing mammalian hosts have acquired various gene clusters encoding the catabolic machinery involved in host glycan utilization. For example, most bifidobacteria isolated from mammals (including humans) harbor the *lnp* cluster encoding a transporter and a catabolic pathway for LNB and GNB, structural components of various milk (HMOs and glycolipids) and intestinal (mucin *O*-glycans) glycans, respectively (59, 63–65). The involvement of the *lnp* cluster in the reconstructed NagR regulons suggests transitioning from a local to a multilocus-controlling TF. Bifidobacterium pseudocatenulatum and two closely related species lacking the *lnp* genes have NagR regulons potentially expanded to control the LNB/LNT utilization machinery (*gltABC-nagK-hex1-nagB-nagA* and *bga42A* genes). The structure of the reconstructed NagR regulon in B. pseudocatenulatum is consistent with a recently published transcriptomic data set in which the expression of these genes was induced by LNFP I (66). Although the import of LNFP I is mediated by an ABC transport system for fucosylated HMOs (55, 66) and not GltABC, the GlcNAc released during the degradation of this oligosaccharide was likely responsible for the derepression of NagR-controlled genes.

Independent NagR regulon expansion events potentially occurred in prevalent infant-associated species with the highest HMO utilization potential: B. longum subsp. *infantis* and B. bifidum. In two closely related strains of *B. longum* subsp. *infantis*, the reconstructed regulon includes multiple HMO transporter genes from the H1 cluster, whereas in B. bifidum, NagR potentially regulates extracellular GHs involved in HMO and mucin *O*-glycan degradation. These observations provide a fascinating example of how catabolic machinery corresponding to two distinct strategies of HMO utilization (intracellular in B. longum subsp. *infantis* versus extracellular in B. bifidum) may have converged toward transcriptional control by the same TF. The structure of the reconstructed NagR regulon in B. bifidum PRL2010 partially explains the upregulation of *nag*, *lnp*, and genes encoding extracellular GHs during the growth of this strain in a mucin-supplemented medium (56).

Potential expansion of regulons for carbohydrate metabolism genes has been previously described in various bacterial lineages (67, 68), including bifidobacteria (69, 70). However, the underlying rationale of these expansion events to include specific genes/operons was not always straightforward. Here, we hypothesize that the NagR regulon expansion to control genes involved in the catabolism of GlcNAc-containing host glycans in *Bifidobacterium* might be linked to the ability of NagR orthologs to sense GlcNAc and/or its phosphorylated derivatives (50). Interestingly, other ROK family TFs have been implicated in regulating the utilization of GlcNAc-containing glycans in bifidobacteria. For example, in B. breve UCC2003, while NagR functions as a negative regulator of LNB/GNB and LNT utilization pathways, its paralog, NahR, represses a gene encoding an LNnT transporter (50). Another NagR paralog in this strain, AtsR2, represses a gene cluster involved in utilizing GlcNAc-6S, a mucin *O*-glycan-constituting saccharide released by 6-sulfo-β-*N*-acetylglucosaminidase BbhII (71, 72). Different GlcNAc derivatives were reported as effector molecules of these TFs: GlcNAc for NahR and GlcNAc-6S for AtsR2 (50, 71). Finally, a recently identified NagR paralog in B. longum subsp. *infantis* Bg_2D9, NglR, potentially controls a gene cluster involved in the metabolism of complex *N*-glycans (15). These data suggest that the evolution of gene regulatory networks governing the utilization of GlcNAc-containing glycans in bifidobacteria was not limited to the NagR regulon expansion. Another scenario might have involved duplication(s) of the *nagR* gene after speciation followed by the functional divergence of emerged paralogs. Overall, these observations illustrate how bifidobacteria adapted to regulate the foraging of host glycans during the colonization of mammalian hosts and shed more light on how complex regulatory networks emerge and evolve.

## MATERIALS AND METHODS

### Reagents and bacterial strains.

Reagents were purchased from Alfa-Aesar (Tewksbury, MA, USA), Ambion (Austin, TX, USA), Combi-Blocks (San Diego, CA, USA), Sigma-Aldrich (St. Louis, MO, USA), and Invitrogen (Carlsbad, CA, USA), unless indicated otherwise. Synthetic LNnT (>95% purity) was generously donated by DSM (Heerlen, Netherlands). The HMO mixture was prepared from pooled human milk (55). The experimental protocol was reviewed and approved by the Ethics Committee of Kyoto University (R0046); the study was performed per the Declaration of Helsinki, and informed consent was obtained from all mothers (all subjects). Oligonucleotides were synthesized by Integrated Genomic Technologies (Coralville, IA, USA). Phusion high-fidelity DNA polymerase, restriction enzymes, and Quick Ligase were purchased from New England BioLabs (Ipswich, MA, USA).

The type strain of *B. longum* subsp. *infantis* (ATCC 15697 = JCM 1222) was obtained from Japan Collection of Microorganisms (RIKEN BioResource Research Center, Tsukuba, Japan). Escherichia coli DH5α and One Shot TOP10 (Invitrogen) cells were used for genetic manipulations. E. coli BL21(DE3) (New England BioLabs) was used for recombinant NagR overexpression.

### Bioinformatic analysis.

A previously established comparative genomics approach was used to identify putative NagR binding sites and reconstruct regulons in *B. longum* subsp. *infantis* ATCC 15697 and other selected strains (48, 69). For the initial NagR regulon reconstruction, we built a PWM based on data available in the RegPrecise database (48, 73) using SignalX (74). To improve the identification of NagR operators, we built additional PWMs representing two different NagR-binding motifs specific for distant bifidobacterial lineages. Constructed PWMs were used to search for new potential NagR operators using GenomeExplorer (74) with the following parameters: (i) positions −500 to +50 bp relative to the first codon of a gene and (iii) site score threshold of 4.3. Identified sites were screened using the consistency check and phylogenetic footprinting approaches to filter out false positives (75). NagR-binding motifs were visualized via WebLogo (76). Positions of the −10 and −35 promoter elements were determined via similar PMW-based searches based on data available for B. breve (77) and B. longum (78). Promoter regions were aligned using Pro-Coffee (79). Details on additional genomic analysis of *Bifidobacterium* strains and phylogenetic inference are available in Text S1 in the supplemental material.

### Targeted *nagR* gene disruption in B. longum subsp. *infantis* ATCC 15697.

A single-crossover recombination event was used to inactivate the *nagR* gene (Blon_0880; UniProt entry B7GQA0) in B. longum subsp. *infantis* ATCC 15697. Briefly, a BamHI-digested, 2.0-kb fragment of pBS423 (80) that carries the pUC ori and a spectinomycin resistance (Sp^r^) gene was self-ligated to generate pTK2051, a plasmid incapable of replicating in bifidobacteria. The internal region of *nagR* was then amplified by PCR using primers NagR_I/NagR_II (Table S1) and genomic DNA as a template. The amplified 0.5-kbp fragment was inserted into the BamHI site of pTK2051 using the In-Fusion Snap Assembly kit (TaKaRa Bio USA, Mountain View, CA, USA). The resulting suicide plasmid was introduced into B. longum subsp. *infantis* by electroporation (40). To prepare electrocompetent cells, B. longum subsp. *infantis* ATCC 15697 was grown in 50 mL of Gifu anaerobic medium (GAM; Nissui Pharmaceutical, Tokyo, Japan) to an optical density at 600 nm (OD_600_) of 0.2. Cells were harvested by centrifugation (4,800 × *g* for 15 min at 4°C), washed with ice-cold 1 mM ammonium citrate buffer (pH 6.0) containing 50 mM sucrose, and resuspended in 400 μL of the same buffer. An aliquot (200 μL) was mixed with 10 μg of the suicide plasmid and then pulsed using a Gene Pulser Xcell system (Bio-Rad Laboratories, Hercules, CA, USA) with 10 kV/cm, 25 μF, and 200 Ω. The pulsed cells were immediately mixed with 800 μL of 1% (wt/vol) Lac-supplemented GAM and incubated at 37°C under anoxic conditions for 3 h before being spread on GAM agar plates containing 1% (wt/vol) Lac and 15 μg/mL spectinomycin (Sp). Colonies that appeared on the plates were subsequently subjected to a genomic PCR analysis at the *nagR* locus using primers NagR_III/NagR_IV (Table S1 and Fig. S2A). The amplicon was directly sequenced to ensure that the suicide plasmid was integrated into the intended site. The stability of the Sp^r^ gene insertion in the absence of antibiotic pressure was additionally monitored (Text S1).

### Culture conditions.

B. longum subsp. *infantis* ATCC 15697 was routinely grown in GAM or Lactobacilli MRS broth without dextrose (Alpha Biosciences, Baltimore, MD, USA) with 0.34% (wt/vol) sodium ascorbate and 0.029% (wt/vol) l-cysteine–HCl monohydrate (MRS-CS). The MRS-CS medium was supplemented with Lac, LNnT, or a mixture of neutral HMOs at a final concentration of 1% (wt/vol). Cultures were incubated at 37°C in an AnaeroPack system (Mitsubishi Gas Chemical Company, Tokyo, Japan) or a chamber maintained with a gas mix of 10% H_2_, 10% CO_2_, and 80% N_2_ (Coy Laboratory Products, Grass Lake, MI, USA). Growth was monitored by measuring either culture turbidity in McFarland units using a DEN-1B densitometer (Grant Instruments, Shepreth, United Kingdom) or optical density at 600 nm (OD_600_) using a DU800 spectrophotometer (Beckman Coulter, Brea, CA, USA). E. coli strains were cultured in Luria-Bertani broth at 37°C with vigorous agitation. Where appropriate, growth media were supplemented with spectinomycin (15 μg/mL for B. longum subsp. *infantis* ATCC 15697 *nagR*-KO, 75 μg/mL for E. coli DH5α) or kanamycin (50 to 60 μg/mL for all other E. coli strains). Details on measuring the growth, HMO consumption, and organic acid production are described in Text S1.

### Transcriptome analysis.

Overnight cultures of B. longum subsp. *infantis* ATCC 15697 WT and *nagR*-KO strains grown in MRS-CS-Lac (with Sp in the case of *nagR*-KO) were harvested, washed with sugar-free MRS-CS, and used to inoculate antibiotic-free MRS-CS medium supplemented with either Lac or LNnT (1% [wt/vol]) at an OD_600_ of 0.02. Samples (2 mL, biological triplicates) were collected at the early to mid-exponential phase (OD_600_ = 0.35) and immediately pelleted in a prechilled centrifuge at 4,800 × *g* for 5 min. Cell pellets were snap-frozen in liquid nitrogen and stored at −80°C until further use. RNA was extracted as described previously (81) with minor modifications; the detailed protocol can be found in Text S1. rRNA was depleted with the NEBNext rRNA depletion kit for bacteria (New England Biolabs). Barcoded libraries were made with NEBNext Ultra II directional RNA library prep kit for Illumina (New England Biolabs). Libraries were pooled and sequenced (single-end 75-bp reads) on Illumina NextSeq 500 using the High Output V2 kit (Illumina, San Diego, CA, USA). Sequencing data were analyzed as described previously (82) with certain modifications; the details are described in Text S1.

### Cloning, expression, and purification of recombinant NagR.

Codon-optimized nucleotide sequence of *nagR* (Blon_0880) was synthesized by GeneArt gene synthesis (Thermo Fisher Scientific, Waltham, MA, USA), PCR amplified using primers NagR_HisN_F and NagR_HisN_R (Table S1), digested by BamHI and SalI, and ligated into a predigested in-house pET-49b(+) vector conferring resistance to kanamycin. The ligation mixture was introduced into E. coli One Shot TOP10 cells by chemical transformation, and transformants were then selected based on kanamycin resistance. The recombinant NagR was expressed as a fusion with the N-terminal His tag under the control of a T7 promoter in E. coli BL21(DE3). Cells were grown in LB medium (50 mL) at 37°C to an OD_600_ of ~0.6 and then transferred to 16°C. Protein expression was induced by adding 0.2 mM IPTG (isopropyl-β-d-thiogalactopyranoside). Cells were grown at 16°C overnight and collected by centrifugation at 4,800 × *g* for 15 min. Harvested cells were resuspended in a lysis buffer containing 10 mM HEPES buffer (pH 7.0), 100 mM NaCl, 0.15% Brij-35, and 5 mM β-mercaptoethanol. Cells were lysed by a freeze-thaw cycle, followed by sonication using Misonix sonicator 3000 (Misonix, Inc., Farmingdale, NY, USA). The cell debris was removed; the soluble fraction was loaded onto a Ni-nitrilotriacetic acid (NTA) agarose minicolumn (0.2 mL) (Qiagen, Hilden, Germany). The column was washed with 10 column volumes of At buffer (50 mM Tris-HCl [pH 8.0], 500 mM NaCl, 20 mM imidazole, 0.3% Brij-35, 5 mM β-mercaptoethanol) and 10 column volumes of At buffer with 1 M NaCl. Captured proteins were eluted with 0.6 mL of At buffer with 300 mM imidazole. The eluted protein fraction was concentrated and buffer exchanged into 10 mM Tris-HCl (pH 8.0) with 50 mM NaCl using 30-kDa Amicon Ultra 0.5-mL centrifugal filters (Millipore Sigma, Burlington, MA, USA). The protein concentration was determined by a Qubit protein assay kit (Invitrogen).

### Electrophoretic mobility shift assay.

Oligonucleotides containing predicted 21-bp NagR operators and surrounding genomic regions (14 bp from each end) were synthesized by Integrated DNA Technologies. The DNA fragment sequences, sizes, and labels used for testing are given in Table S1. Double-stranded labeled DNA probes were obtained by annealing IRD700-labeled oligonucleotides with unlabeled complementary oligonucleotides (ratio of 1:5) in a mixture of 4 mM Tris-HCl (pH 8.0), 20 mM NaCl, and 0.4 mM EDTA in a Mastercycler PRO thermal cycler (Eppendorf) overnight. Binding reactions were carried out with a final volume of 20 μL in binding buffer containing 10 mM Tris-HCl (pH 7.5), 50 mM KCl, 5 mM MgCl_2_, 2.25 mM dithiothreitol (DTT), 0.125% Tween 20, and 2.5% glycerol. DNA probes (1 nM) were incubated with increasing concentrations of the purified NagR (0 to 2,000 nM) for 60 min at room temperature. Reaction mixtures were loaded on a Novex 6% DNA retardation gel (Thermo Fisher Scientific) and run in 0.5× Tris-borate-EDTA buffer (Thermo Fisher Scientific) at 100 V and room temperature for 45 min in XCell SureLock minicell electrophoresis system (Thermo Fisher Scientific). Gels were visualized using Odyssey CLx (Li-COR Biosciences, Lincoln, NE, USA). Bands were quantified in Image Studio v5.2 (Li-COR Biosciences). The resulting data were imported into R and approximated by a 4PL equation in the *drc* package (83) to calculate EC_50_ values. In the 4PL model, the lower limit was fixed at 0 and the upper limit at 1. To identify possible NagR effectors, binding reactions were carried out with 25 nM NagR and the addition of 0.1 to 10 mM GlcNAc or its phosphorylated derivatives (GlcNAc-6P, GlcN-6P, GlcNAc-1P). EC_50_ values for effectors were calculated using the 4PL equation, with the upper limit fixed at 1.

### Data availability.

The RNA-seq data set has been deposited in the Gene Expression Omnibus under accession no. GSE196064. Raw EMSA gel quantification, growth, HMO consumption, and metabolic profiling data are available on GitHub (https://github.com/Arzamasov/NagR_manuscript). Code detailing the data analysis steps is available on GitHub and in Text S2.

10.1128/msystems.00343-22.2 TEXT S2 Code detailing the data analysis steps. Download Text S2, PDF file, 0.8 MB. Copyright © 2022 Arzamasov et al. 2022 Arzamasov et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## Supplementary Material

Reviewer comments

# Supplementary material for: Human Milk Oligosaccharide Utilization in Intestinal Bifidobacteria Is Governed by Global Transcriptional Regulator NagR
**Source:** mSystems. 2022 Sep 12;7(5):e00343-22. doi: 10.1128/msystems.00343-22
**Supplement:** FIG S1

*B. infantis* ATCC15697 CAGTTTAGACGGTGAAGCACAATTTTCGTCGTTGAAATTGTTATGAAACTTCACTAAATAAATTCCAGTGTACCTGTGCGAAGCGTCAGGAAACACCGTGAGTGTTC  
*B. longum* NCC2705 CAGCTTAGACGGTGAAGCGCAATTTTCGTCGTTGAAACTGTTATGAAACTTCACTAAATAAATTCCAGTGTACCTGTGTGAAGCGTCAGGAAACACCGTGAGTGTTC  
*B. suis* JDM301 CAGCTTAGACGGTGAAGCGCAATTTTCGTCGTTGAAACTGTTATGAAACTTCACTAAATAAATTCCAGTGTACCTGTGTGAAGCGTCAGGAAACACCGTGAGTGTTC  
*B. breve* UCC2003 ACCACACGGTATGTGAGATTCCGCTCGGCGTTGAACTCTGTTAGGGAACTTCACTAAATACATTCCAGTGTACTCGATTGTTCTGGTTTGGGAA--CGCCGAGTGTCTC

*B. infantis* ATCC15697 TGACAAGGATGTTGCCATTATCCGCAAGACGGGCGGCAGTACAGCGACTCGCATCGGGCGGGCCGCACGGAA-CT**GGAGGA**AACCGATGCCGGAATCAT  
*B. longum* NCC2705 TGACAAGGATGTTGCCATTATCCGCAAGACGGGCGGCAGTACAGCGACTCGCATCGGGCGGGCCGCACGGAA-CT**GGAGGA**AACCGATGCCGGAATCAT  
*B. suis* JDM301 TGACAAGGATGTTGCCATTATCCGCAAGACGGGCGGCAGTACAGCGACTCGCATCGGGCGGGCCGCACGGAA-CT**GGAGGA**AACCGATGCCGGAATCAT  
*B. breve* UCC2003 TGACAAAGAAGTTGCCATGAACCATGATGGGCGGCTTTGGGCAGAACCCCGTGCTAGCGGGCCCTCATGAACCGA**GGAAGA**TACCTATGCCGGAATCAT  
 \*\*\*\*\*

**hmoA2 (Blon\_2344)**

|                              |                                                                                                            |
|------------------------------|------------------------------------------------------------------------------------------------------------|
| <i>B. infantis</i> ATCC15697 | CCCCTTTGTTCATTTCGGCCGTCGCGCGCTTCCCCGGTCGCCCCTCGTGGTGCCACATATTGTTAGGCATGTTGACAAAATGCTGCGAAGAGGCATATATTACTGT |
| <i>B. infantis</i> IN-F29    | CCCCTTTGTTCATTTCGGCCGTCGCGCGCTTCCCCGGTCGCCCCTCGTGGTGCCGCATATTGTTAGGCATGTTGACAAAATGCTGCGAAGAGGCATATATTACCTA |
| <i>B. infantis</i> NCTC11817 | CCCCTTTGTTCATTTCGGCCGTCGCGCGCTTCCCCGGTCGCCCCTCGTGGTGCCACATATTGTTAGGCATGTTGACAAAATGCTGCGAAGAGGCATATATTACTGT |
|                              | *****                                                                                                      |

|                              |                                                                               |
|------------------------------|-------------------------------------------------------------------------------|
| <i>B. infantis</i> ATCC15697 | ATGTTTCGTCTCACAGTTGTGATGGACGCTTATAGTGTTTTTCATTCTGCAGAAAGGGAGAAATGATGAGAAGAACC |
| <i>B. infantis</i> IN-F29    | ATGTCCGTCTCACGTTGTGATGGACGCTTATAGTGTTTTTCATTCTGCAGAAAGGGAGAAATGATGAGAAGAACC   |
| <i>B. infantis</i> NCTC11817 | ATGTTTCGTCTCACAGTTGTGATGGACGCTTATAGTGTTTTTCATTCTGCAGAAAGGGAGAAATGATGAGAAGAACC |
|                              | ****                                                                          |

**hmoA (Blon\_2347)**

|                              |                                                                                                            |
|------------------------------|------------------------------------------------------------------------------------------------------------|
| <i>B. infantis</i> ATCC15697 | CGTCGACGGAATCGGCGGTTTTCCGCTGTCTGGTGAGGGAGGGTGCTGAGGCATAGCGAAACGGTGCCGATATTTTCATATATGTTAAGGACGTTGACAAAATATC |
| <i>B. infantis</i> IN-F29    | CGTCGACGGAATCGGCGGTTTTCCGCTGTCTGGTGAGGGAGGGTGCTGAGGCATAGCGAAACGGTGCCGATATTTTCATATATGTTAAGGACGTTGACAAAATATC |
| <i>B. infantis</i> Bi-26     | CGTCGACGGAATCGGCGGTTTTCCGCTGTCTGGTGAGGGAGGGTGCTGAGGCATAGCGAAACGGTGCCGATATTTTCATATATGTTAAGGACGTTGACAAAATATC |
| <i>B. infantis</i> R0033     | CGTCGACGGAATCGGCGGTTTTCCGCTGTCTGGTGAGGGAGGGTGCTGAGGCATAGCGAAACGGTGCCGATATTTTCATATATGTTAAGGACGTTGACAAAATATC |
| <i>B. infantis</i> BT1       | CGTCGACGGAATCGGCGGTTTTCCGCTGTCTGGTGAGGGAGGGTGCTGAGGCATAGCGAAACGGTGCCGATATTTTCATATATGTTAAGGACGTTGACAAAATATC |
| <i>B. infantis</i> NCTC11817 | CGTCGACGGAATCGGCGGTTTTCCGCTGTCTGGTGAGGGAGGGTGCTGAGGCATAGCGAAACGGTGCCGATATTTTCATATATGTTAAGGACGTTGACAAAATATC |
|                              | *****                                                                                                      |

|                              |                                                                                      |
|------------------------------|--------------------------------------------------------------------------------------|
| <i>B. infantis</i> ATCC15697 | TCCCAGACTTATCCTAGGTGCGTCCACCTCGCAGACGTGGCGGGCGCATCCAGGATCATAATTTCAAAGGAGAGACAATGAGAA |
| <i>B. infantis</i> IN-F29    | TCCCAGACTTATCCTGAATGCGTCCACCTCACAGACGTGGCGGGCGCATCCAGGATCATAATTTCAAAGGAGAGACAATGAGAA |
| <i>B. infantis</i> Bi-26     | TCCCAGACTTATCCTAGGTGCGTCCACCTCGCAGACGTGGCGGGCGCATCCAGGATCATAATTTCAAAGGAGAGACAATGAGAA |
| <i>B. infantis</i> R0033     | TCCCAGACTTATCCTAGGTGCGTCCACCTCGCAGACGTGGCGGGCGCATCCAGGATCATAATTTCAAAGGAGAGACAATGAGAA |
| <i>B. infantis</i> BT1       | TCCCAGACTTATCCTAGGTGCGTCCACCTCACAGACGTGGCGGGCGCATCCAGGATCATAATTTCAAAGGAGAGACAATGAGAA |
| <i>B. infantis</i> NCTC11817 | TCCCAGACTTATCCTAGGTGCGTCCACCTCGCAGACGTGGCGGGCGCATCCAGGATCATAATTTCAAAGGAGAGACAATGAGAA |
|                              | *****                                                                                |

**hmoA3 (Blon\_2350)**

|                              |                                                                                                             |
|------------------------------|-------------------------------------------------------------------------------------------------------------|
| <i>B. infantis</i> ATCC15697 | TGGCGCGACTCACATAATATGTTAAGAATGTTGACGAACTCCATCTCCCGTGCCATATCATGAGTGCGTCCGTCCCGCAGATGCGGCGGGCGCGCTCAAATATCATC |
| <i>B. infantis</i> IN-F29    | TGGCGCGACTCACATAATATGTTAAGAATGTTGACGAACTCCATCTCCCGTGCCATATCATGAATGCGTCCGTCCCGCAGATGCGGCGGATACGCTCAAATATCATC |
| <i>B. infantis</i> Bi-26     | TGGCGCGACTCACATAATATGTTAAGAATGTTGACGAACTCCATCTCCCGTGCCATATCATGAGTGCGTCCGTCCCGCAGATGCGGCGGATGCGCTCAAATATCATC |
| <i>B. infantis</i> R0033     | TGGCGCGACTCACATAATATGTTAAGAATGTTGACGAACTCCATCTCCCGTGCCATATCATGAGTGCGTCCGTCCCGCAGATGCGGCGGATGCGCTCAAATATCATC |
| <i>B. infantis</i> BT1       | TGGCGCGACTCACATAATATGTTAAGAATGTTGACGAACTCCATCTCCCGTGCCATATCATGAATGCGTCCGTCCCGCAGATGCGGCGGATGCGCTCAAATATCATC |
| <i>B. infantis</i> NCTC11817 | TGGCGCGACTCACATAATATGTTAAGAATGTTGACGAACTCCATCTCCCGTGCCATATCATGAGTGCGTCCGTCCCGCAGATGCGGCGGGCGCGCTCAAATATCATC |
|                              | *****                                                                                                       |

|                              |                                               |
|------------------------------|-----------------------------------------------|
| <i>B. infantis</i> ATCC15697 | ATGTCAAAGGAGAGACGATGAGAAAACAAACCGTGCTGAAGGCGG |
| <i>B. infantis</i> IN-F29    | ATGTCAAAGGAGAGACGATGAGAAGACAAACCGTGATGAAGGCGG |
| <i>B. infantis</i> Bi-26     | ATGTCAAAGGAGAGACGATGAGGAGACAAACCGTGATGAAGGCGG |
| <i>B. infantis</i> R0033     | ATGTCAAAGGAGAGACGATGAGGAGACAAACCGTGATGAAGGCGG |
| <i>B. infantis</i> BT1       | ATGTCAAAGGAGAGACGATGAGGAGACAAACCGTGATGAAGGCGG |
| <i>B. infantis</i> NCTC11817 | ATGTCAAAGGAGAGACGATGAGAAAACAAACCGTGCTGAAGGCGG |
|                              | *****                                         |

**hmoA4 (Blon\_2351)**

|                              |                                                                                 |                            |
|------------------------------|---------------------------------------------------------------------------------|----------------------------|
| <i>B. infantis</i> ATCC15697 | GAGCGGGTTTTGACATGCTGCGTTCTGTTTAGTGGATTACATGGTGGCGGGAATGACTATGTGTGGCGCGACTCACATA | TATGTTAAGAATGTTGACGAACTCCA |
| <i>B. infantis</i> BT1       | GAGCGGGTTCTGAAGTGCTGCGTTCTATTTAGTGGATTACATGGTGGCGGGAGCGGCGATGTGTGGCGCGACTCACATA | TATGTTAAGAATGTTGACGAACTCCA |
| <i>B. infantis</i> NCTC11817 | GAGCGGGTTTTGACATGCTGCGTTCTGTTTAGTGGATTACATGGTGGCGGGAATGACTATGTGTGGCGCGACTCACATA | TATGTTAAGAATGTTGACGAACTCCA |
|                              | ***** ** ***** ***** *                                                          |                            |

*B. infantis* ATCC15697  
*B. infantis* BT1  
*B. infantis* NCTC11817

|               |               |                                                     |                |            |
|---------------|---------------|-----------------------------------------------------|----------------|------------|
| TCTCCCGTGCC   | <b>TATCAT</b> | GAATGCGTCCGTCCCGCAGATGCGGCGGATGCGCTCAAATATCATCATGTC | <b>AAAGGAG</b> | AGACGATGAG |
| TCTCCCGTGCC   | <b>TATCAT</b> | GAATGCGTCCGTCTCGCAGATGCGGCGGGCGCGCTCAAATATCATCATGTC | <b>AAAGGAG</b> | AGACGATGAG |
| TCTCCCGTGCC   | <b>TATCAT</b> | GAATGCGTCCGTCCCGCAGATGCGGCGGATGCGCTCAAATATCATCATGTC | <b>AAAGGAG</b> | AGACGATGAG |
| ***** ***** * |               |                                                     |                |            |

**hmoA5 (Blon\_2352)**

|                              |                                                                            |                                 |
|------------------------------|----------------------------------------------------------------------------|---------------------------------|
| <i>B. infantis</i> ATCC15697 | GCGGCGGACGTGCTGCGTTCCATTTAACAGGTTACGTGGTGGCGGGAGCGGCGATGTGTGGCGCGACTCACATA | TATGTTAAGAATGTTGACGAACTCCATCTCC |
| <i>B. infantis</i> EK3       | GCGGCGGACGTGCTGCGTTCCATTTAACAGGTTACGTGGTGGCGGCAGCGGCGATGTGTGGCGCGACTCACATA | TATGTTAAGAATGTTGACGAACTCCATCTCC |
| <i>B. infantis</i> Bi-26     | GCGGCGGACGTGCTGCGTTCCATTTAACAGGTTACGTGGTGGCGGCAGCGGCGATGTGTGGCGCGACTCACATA | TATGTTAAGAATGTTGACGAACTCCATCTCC |
| <i>B. infantis</i> R0033     | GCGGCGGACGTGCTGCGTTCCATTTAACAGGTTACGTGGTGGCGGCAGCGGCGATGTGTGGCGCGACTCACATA | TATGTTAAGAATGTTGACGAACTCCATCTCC |
| <i>B. infantis</i> NCTC11817 | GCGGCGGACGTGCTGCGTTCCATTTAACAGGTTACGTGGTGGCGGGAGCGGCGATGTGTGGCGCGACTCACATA | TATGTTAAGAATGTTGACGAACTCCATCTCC |
|                              | ***** ***** *                                                              |                                 |

*B. infantis* ATCC15697  
*B. infantis* EK3  
*B. infantis* Bi-26  
*B. infantis* R0033  
*B. infantis* NCTC11817

|                 |               |                                                     |                |                 |
|-----------------|---------------|-----------------------------------------------------|----------------|-----------------|
| CGTGCC          | <b>TATCAT</b> | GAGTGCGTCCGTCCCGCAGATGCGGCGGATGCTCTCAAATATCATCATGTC | <b>AAAGGAG</b> | AGACGATGAGAAGAC |
| CGTGCC          | <b>TATCAT</b> | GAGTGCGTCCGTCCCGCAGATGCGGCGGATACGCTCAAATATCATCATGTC | <b>AAAGGAG</b> | AGACGATGAGAAGAC |
| CGTGCC          | <b>TATCAT</b> | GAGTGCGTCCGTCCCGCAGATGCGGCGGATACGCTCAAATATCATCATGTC | <b>AAAGGAG</b> | AGACGATGAGAAGAC |
| CGTGCC          | <b>TATCAT</b> | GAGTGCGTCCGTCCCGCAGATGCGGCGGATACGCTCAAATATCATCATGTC | <b>AAAGGAG</b> | AGACGATGAGAAGAC |
| CGTGCC          | <b>TATCAT</b> | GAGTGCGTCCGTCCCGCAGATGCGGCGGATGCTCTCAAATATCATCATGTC | <b>AAAGGAG</b> | AGACGATGAGAAGAC |
| ***** * ***** * |               |                                                     |                |                 |

**hmoA6 (Blon\_2354)**

|                              |                                                                                  |                             |
|------------------------------|----------------------------------------------------------------------------------|-----------------------------|
| <i>B. infantis</i> ATCC15697 | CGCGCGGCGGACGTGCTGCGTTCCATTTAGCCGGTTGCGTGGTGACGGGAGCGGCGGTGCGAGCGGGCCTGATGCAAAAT | ATGTTAAGGCTGTTGACAGTGCTGGC  |
| <i>B. infantis</i> IN-F29    | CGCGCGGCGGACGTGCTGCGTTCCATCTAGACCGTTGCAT--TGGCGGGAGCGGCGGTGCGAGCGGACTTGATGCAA-T  | ATGTTAAGGCTGTTGACAGTGCTGGC  |
| <i>B. infantis</i> EK3       | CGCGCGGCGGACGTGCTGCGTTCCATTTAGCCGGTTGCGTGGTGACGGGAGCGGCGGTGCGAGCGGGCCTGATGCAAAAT | ATGTTAAGGCTGTTGACAAATGCGGGC |
| <i>B. infantis</i> Bi-26     | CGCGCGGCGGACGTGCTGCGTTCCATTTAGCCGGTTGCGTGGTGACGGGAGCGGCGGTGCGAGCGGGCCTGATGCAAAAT | ATGTTAAGGCTGTTGACAAATGCGGGC |
| <i>B. infantis</i> R0033     | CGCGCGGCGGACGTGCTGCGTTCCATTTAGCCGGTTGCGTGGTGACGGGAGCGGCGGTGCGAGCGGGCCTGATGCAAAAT | ATGTTAAGGCTGTTGACAAATGCGGGC |
| <i>B. infantis</i> BT1       | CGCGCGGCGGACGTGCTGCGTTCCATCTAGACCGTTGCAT--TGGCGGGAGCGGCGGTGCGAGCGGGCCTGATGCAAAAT | ATGTTAAGGCTGTTGACAGTGCTGGC  |
| <i>B. infantis</i> NCTC11817 | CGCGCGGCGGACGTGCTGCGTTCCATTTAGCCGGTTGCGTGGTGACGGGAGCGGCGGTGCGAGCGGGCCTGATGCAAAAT | ATGTTAAGGCTGTTGACAGTGCTGGC  |
|                              | ***** ** * ***** * ** ***** *                                                    |                             |

*B. infantis* ATCC15697  
*B. infantis* IN-F29  
*B. infantis* EK3  
*B. infantis* Bi-26  
*B. infantis* R0033  
*B. infantis* BT1  
*B. infantis* NCTC11817

|                       |               |                                                       |                |            |
|-----------------------|---------------|-------------------------------------------------------|----------------|------------|
| TCCCGTACC             | <b>TATCAT</b> | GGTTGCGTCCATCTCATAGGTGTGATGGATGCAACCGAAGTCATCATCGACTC | <b>AAAGGAG</b> | AGACAATGAG |
| TCCCGTACT             | <b>TATCAT</b> | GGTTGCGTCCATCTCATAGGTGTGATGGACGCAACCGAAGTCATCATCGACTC | <b>AAAGGAG</b> | AGACAATGAG |
| TCCCGTACT             | <b>TATCAT</b> | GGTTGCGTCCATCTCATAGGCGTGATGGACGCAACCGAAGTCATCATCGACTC | <b>AAAGGAG</b> | AGACAATGAG |
| TCCCGTACT             | <b>TATCAT</b> | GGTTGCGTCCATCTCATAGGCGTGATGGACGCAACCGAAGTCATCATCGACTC | <b>AAAGGAG</b> | AGACAATGAG |
| TCCCGTACT             | <b>TATCAT</b> | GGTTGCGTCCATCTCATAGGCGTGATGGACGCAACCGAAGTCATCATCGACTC | <b>AAAGGAG</b> | AGACAATGAG |
| TCCCATACT             | <b>TATCAT</b> | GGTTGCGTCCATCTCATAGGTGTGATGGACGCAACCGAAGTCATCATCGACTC | <b>AAAGGAG</b> | AGACAATGAG |
| TCCCGTACC             | <b>TATCAT</b> | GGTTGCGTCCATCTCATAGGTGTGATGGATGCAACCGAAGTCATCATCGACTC | <b>AAAGGAG</b> | AGACAATGAG |
| **** ** ***** ***** * |               |                                                       |                |            |

# Supplementary material for: Human Milk Oligosaccharide Utilization in Intestinal Bifidobacteria Is Governed by Global Transcriptional Regulator NagR
**Source:** mSystems. 2022 Sep 12;7(5):e00343-22. doi: 10.1128/msystems.00343-22
**Supplement:** TABLE S1

**Table S1.** Oligonucleotides used in this study. IRD oligonucleotides are 5'-labeled with the IRD700 dye, whereas RC oligonucleotides are unlabeled. Predicted NagR operators are in bold.

### Targeted gene disruption of the *nagR* gene

```
>NagR_I
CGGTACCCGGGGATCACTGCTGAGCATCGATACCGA
>NagR_II
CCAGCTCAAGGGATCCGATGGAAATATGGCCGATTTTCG
>NagR_III
AGATGCTGGAGGAAGGATTGCTG
>NagR_IV
TGATGCTGCTCCACGTCTGC
```

### Cloning the of the *nagR* gene

```
>NagR_HisN_F
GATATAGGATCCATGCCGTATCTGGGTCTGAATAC
>NagR_HisN_R
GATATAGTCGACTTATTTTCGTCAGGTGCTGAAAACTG
```

### EMSA analysis

```
>nagK_IRD
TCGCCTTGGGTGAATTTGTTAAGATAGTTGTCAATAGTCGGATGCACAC
>nagK_RC
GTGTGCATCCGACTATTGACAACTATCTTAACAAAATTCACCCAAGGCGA
>nagB_I_IRD
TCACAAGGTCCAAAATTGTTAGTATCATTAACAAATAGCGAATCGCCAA
>nagB_I_RC
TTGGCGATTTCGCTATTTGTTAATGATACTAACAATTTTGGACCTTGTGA
>nagB_II_IRD
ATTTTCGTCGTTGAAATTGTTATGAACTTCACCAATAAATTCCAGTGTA
>nagB_II_RC
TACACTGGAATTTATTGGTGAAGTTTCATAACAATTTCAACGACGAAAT
>gltA_IRD
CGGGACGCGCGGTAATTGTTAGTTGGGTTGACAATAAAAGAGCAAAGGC
>gltA_RC
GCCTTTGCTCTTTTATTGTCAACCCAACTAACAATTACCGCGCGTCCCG
>hmoA2_IRD
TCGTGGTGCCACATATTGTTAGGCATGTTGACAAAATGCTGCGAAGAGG
>hmoA2_RC
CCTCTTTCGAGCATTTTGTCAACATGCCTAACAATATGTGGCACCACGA
>hmoA_IRD
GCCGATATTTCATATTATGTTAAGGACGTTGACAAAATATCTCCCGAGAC
>hmoA_RC
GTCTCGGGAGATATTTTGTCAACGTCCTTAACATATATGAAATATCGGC
```

```
>hmoA3_IRD
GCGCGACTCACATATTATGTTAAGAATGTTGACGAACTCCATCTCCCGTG
>hmoA3_RC
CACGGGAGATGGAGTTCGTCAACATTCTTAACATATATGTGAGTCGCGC
>hmoA6_IRD
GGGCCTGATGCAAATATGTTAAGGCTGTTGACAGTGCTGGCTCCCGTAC
>hmoA6_RC
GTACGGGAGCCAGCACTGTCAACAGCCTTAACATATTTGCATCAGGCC
>ybaO_IRD
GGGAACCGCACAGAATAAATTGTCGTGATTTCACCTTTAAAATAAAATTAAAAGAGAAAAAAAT
TCTCTGTGGAAGG
>ybaO_RC
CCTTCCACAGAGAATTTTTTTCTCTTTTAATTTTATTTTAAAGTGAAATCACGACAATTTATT
CTGTGCGGTTCCC
```

# Supplementary material for: Human Milk Oligosaccharide Utilization in Intestinal Bifidobacteria Is Governed by Global Transcriptional Regulator NagR
**Source:** mSystems. 2022 Sep 12;7(5):e00343-22. doi: 10.1128/msystems.00343-22
**Supplement:** TEXT S1

**Supplementary methods**

**Genomic analysis of *Bifidobacteriaceae* strains**

Context-driven identification of orthologous genes and reconstruction of HMO utilization pathways were performed in the web-based mcSEED environment, a private clone of the publicly available SEED platform (1). Genomes of 25 strains representing different lineages within the *Bifidobacteriaceae* family were annotated using RAST (2) and imported into mcSEED. Information on pathway elements (transporters, glycoside hydrolases, downstream catabolic enzymes, transcriptional regulators) involved in bifidobacterial HMO utilization were collected by extensive literature search using PaperBLAST (3) and by exporting data from Carbohydrate Active Enzyme (CAZy) (4), Transporter Classification (TCDB) (5), and RegPrecise (6) databases.

**Phylogenetic inference**

RAST-annotated versions of genomes were converted to the gff3 format and used as input in Roary (v3.12.0) (7). Pangenome was calculated using a 70 % minimum percentage identity threshold for blastp (8), and 247 core genes were identified. Concatenated nucleotide sequences of the core genes were aligned via MAFFT (v7.313) (9). NagR protein sequences were aligned using MUSCLE (v3.8.31) (10). The resulting multiple sequence alignments were trimmed by the *msaTrim* function in the *microseq* package (11). Phylogenetic trees were built via the maximum likelihood approach implemented in IQ-TREE (v1.6.12); automatic model selection and ultrafast bootstrap (1000 replicates) options were used (12).

**Stability of the Sp^R^ gene insertion in the absence of the antibiotic pressure**

Overnight culture of the *B. infantis* ATCC 15697 *nagR*-KO strain grown in the presence of 15 μg/ml Sp was used to inoculate antibiotic-free MRS-CS-Lac at OD_600_=0.002. Upon reaching OD_600_≈2 (10 estimated generations), the culture was diluted 1000-fold with fresh MRS-CS-Lac and grown again to OD_600_≈2. The dilution/cultivation cycle was repeated to obtain a culture of approximately 30 generations, and an aliquot was spread onto GAM plates without supplementation of Sp. One hundred colonies that appeared on the plates were then picked up, and their susceptibility to Sp was checked by parallel spotting onto Sp− and Sp+ GAM plates.

**Analysis of growth, HMO consumption, and organic acid production**

*B. infantis* ATCC 15697 WT and *nagR*-KO strains grown in GAM were harvested, washed twice with sugar-free MRS-CS, and then used to inoculate antibiotic-free MRS-CS medium supplemented with 1% w/v of a specific carbohydrate (Lac, Gal, HMO mixture, sucrose, or FOS) at OD_600_=0.01. Samples (biological triplicates) were collected at indicated time points (0, 4, 8, 12, and 24 h) for monitoring growth (OD_600_). The supernatants of WT and *nagR*-KO cultivated in MRS-CS-HMO were subjected to metabolic profiling. Sugars in the spent media were fluorescence-labeled with anthranilic acid and quantified by normal-phase high-performance liquid chromatography (HPLC) as described previously (13, 14). Fucose in the culture supernatants was quantified using high-performance anion-exchange chromatography with pulsed amperometric detection (HPAEC-PAD) as described previously (15). Organic acids (lactic acid, acetic acid, formic acid, butyric acid, propionic acid, butyric acid, *iso*-valeric acid, valeric acid, and succinic acid) were quantified by anion-exchange chromatography as described previously (16). A linear regression and post hoc comparisons implemented in the *emmeans* package (17) were used to identify time points where the mean OD_600_ values or sugar/metabolite concentrations were significantly different between WT and *nagR*-KO strains. P-values were adjusted for multiple comparisons using Bonferroni correction. Empirical AUC values were calculated using the *PKNCA* package (18).

**RNA isolation**

Frozen cell pellets obtained from 2 ml of early-mid exponential phase cultures (OD_600_=0.35) were kept on dry ice and resuspended in a solution containing 250 µL of acid-washed glass beads (212-300 µm), 710 µL of extraction mixture (200 mM NaCl, 20 mM EDTA, 20% SDS), and 500 µL of a mixture of phenol:chloroform:isoamyl alcohol (125:24:1, pH 4.5). Cells were disrupted using Bead Ruptor 12 (Omni International, Kennesaw, GA, USA) by alternating 2 min of homogenizing at 6 m/s and 2 min of cooling on ice. Cellular debris was removed by centrifugation (16,000 × g for 10 min), and the aqueous phase was collected. RNA was precipitated with isopropanol and sodium acetate (pH 5.5) at −20 °C overnight, washed in ice-cold 70% ethanol, and resuspended in 100 µL of nuclease-free water. Total RNA was subjected to two consecutive DNase treatments (30 min each) with Baseline-ZERO DNase (Lucigen, Middleton, WI, USA) and Turbo DNase (Ambion), respectively. Each treatment was followed by cleanup using MEGAclear Transcription Clean-Up Kit (Ambion). RNA was quantified via Qubit Broad Range RNA Assay Kit (Invitrogen), and RNA integrity was confirmed by gel electrophoresis in 1 % agarose and 4200 TapeStation System (Agilent, Santa Clara, CA, USA). All samples had RIN > 7.5. PCR-based checks for potential contamination by residual genomic DNA were performed using primers NagR_III/NagR_IV (**Table S1**).

**RNA-seq data processing**

Raw reads were demultiplexed and quality-checked via FastQC (v0.11.9) (19). Illumina sequencing adapters and short reads (< 20 bp) were trimmed by Cutadapt (v3.4) (20). Reads were aligned to rRNA gene sequences extracted from the *B. infantis* ATCC 15697 genome (GenBank accession no. CP001095.1; locus tags Blon_xxxx) using Bowtie2 (v2.4.4) (21) to filter out rRNA reads. Unmapped (filtered) reads were pseudoaligned to the *B. infantis* ATCC 15697 transcriptome via Kallisto (v0.46.2) (22). All subsequent analyses were carried out using R (v4.2.1) and Bioconductor (v3.15) (23). Kallisto transcript quantification data were imported using the *TxImport* package (24) and normalized by the TMM method in the *edgeR* package (25). Genes with < 1 count per million (CPM) in ≤ 3 samples were filtered out. PCA was performed on TMM-normalized count data to control for potential batch effects. Normalized, filtered data were variance-stabilized using the *voom* function in *limma* (26), and differentially expressed genes were identified via linear modeling in *limma* (P_adj_ < 0.01; absolute log_2_FC > 1) after correcting for multiple testing using the Benjamini-Hochberg procedure (27). PCA and volcano plots were visualized using *ggplot2* (28). Heatmaps were created and visualized using the *pheatmap* package (29); row values were z-transformed and colored according to corresponding z–scores.

**Supplementary results**

**Evolution of the NagR regulon in the *Bifidobacteriaceae* family**

To trace the potential evolution of the NagR regulon, we used the PWM-based approach and reconstructed NagR regulons in 25 *Bifidobacteriaceae* genomes, encompassing 18 *Bifidobacterium* and one *Alloscardovia* species harboring NagR orthologs. The genomes were chosen to adequately represent the phylogenetic diversity within the *Bifidobacterium* genus and emphasize strain-specific variation within *B. infantis* and *B. longum* subspecies.

NagR regulons in *Bifidobacterium* *asteroides* PRL2011 and *Bifidobacterium* *aquikefiri* LMG 28769 were composed of a cluster containing *nagK*, *nagBA*, and *nagR* genes (homologous to the *nag* cluster genes in *B. infantis*, see **Fig 1B**). Notably, putative NagR-mediated regulation of these four genes was conserved in 22 out of 25 genomes. Reconstructed NagR regulons in *Bifidobacterium psychraerophilum* LMG 21775, *Bifidobacterium* *bohemicum* DSM 22767, and *Bifidobacterium* *mongoliense* DSM 21395 additionally contained genes encoding orthologs of β-*N*-acetylglucosaminidase Hex1 (GH20) (30) and a predicted ABC transport system for *N*,*N*'-diacetylchitobiose (ChbABC) (**Fig. 6A** and **Table S3**). These observations suggest that in ancestral bifidobacteria, NagR might function as a local regulator of genomic loci involved in GlcNAc catabolism.

We observed multiple potential NagR regulon expansion events in *Bifidobacterium* strains isolated from mammalian hosts (**Fig. 6A**). So, the reconstructed regulons in 13 *Bifidobacterium* and *Alloscardovia theropitheci* GLDI4/2 genomes also contained *gltABC* and *lnpABCD* genes (homologous to the *lnp* cluster genes in *B. infantis*, see **Fig. 1B**). Interestingly, three *Bifidobacterium catenulatum*/*pseudocatenulatum* group strains isolated from the human neonatal gut lacked *lnpABCD* orthologs encoding the LNB/GNB catabolic pathway but retained *gltABC* orthologs encoding an LNB/type I HMO (e.g., LNT) transporter. In these strains, NagR regulons consisted of one gene cluster with *nagBA*, *nagK*, *nagR*, *gltABC*, and *hex1* genes, as well as a separate gene encoding an ortholog of β-galactosidase Bga42A (GH42) implicated in LNT utilization in *B. breve* and *B. infantis* (31–33) (**Fig. 6A** and **Table S3**). Notably, orthologs of *bga42A* were found in 20 other genomes; however, we did not identify any putative NagR operators in promoter regions of these genes. Based on the composition of NagR regulons in *B. catenulatum* and *B.* *pseudocatenulatum*, we propose that this TF might function as a regulator of LNB and LNT utilization in these species.

The largest NagR regulons were identified in *B. infantis* ATCC 15697 and *B. bifidum* PRL2010, both isolated from the human infant gut (**Fig. 6A)**. In *B. infantis* ATCC 15697, NagR expanded to control multiple H1 cluster genes encoding GHs and transporters involved in HMO utilization (**Fig 1B**). Interestingly, the predicted NagR operators in promoter regions of *hmoA3*, *hmoA4*, and *hmoA5* were identical (**Table S3**), reflecting a plausible scenario of multiple gene duplication events in the H1 cluster. In *B. bifidum* PRL2010, we identified putative NagR operators in promoter regions of multiple genes encoding GHs participating in extracellular HMO and mucin *O*-glycan degradation, namely lacto-*N*-biosidases LnbB (GH20) and LnbX (GH136) (34, 35), endo-α-*N*-acetylgalactosaminidase EngBF (GH101) (36), β-galactosidase BbgIII (GH2) (37), 6-sulfo-β-*N*-acetylglucosaminidase BbhII (GH20) (38), α-galactosidase AgnB (GH110) (39), and α-*N*-acetylglucosaminidase AgaBb (GH89) (40) (**Fig. 6A** and **Table S3**). The predicted NagR operators also coincide with a palindromic motif in promoter regions of these upregulated genes (57). The reconstructed NagR regulon structure in *B. bifidum* suggests that this TF might function as a global regulator of HMO and mucin-*O*-glycan degradation in this species.

We observed strain-specific variation in NagR regulon composition in *B. infantis* and *B. longum*. So, the regulon in *B. infantis* IN-07 lacked *gltABC*, *hmoA2B2C2*, and *hmoA5* due to lineage-specific loss of these genes (**Fig. 6A**). Notably, although this strain lost the coding sequences of *gltABC,* it retained the *gltA* promoter containing a predicted NagR-binding site (**Table S3**). This observation points out the importance of the potential NagR-mediated regulation of the remnant *lnpABCD* genes in the *lnp* cluster. Within *B. longum*, NagR regulons contained *nag* and *lnp* clusters in both NCC2705 and JCM 1217; however, in the latter strain, the regulon also had a gene encoding lacto-*N*-biosidase (LnbX) that cleaves LNT into LNB and Lac (35) (**Fig. 6A**). Therefore, we propose that NagR might regulate not only LNB/GNB but also LNT utilization in *B. longum* JCM 1217.

All NagR protein sequences could be divided into two groups based on their reconstructed binding motifs (**Fig. 6B**). Both motifs had conserved "GT" and "AC" in positions 4-5 and 17-18, respectively. NagR-binding motif I had a prevalent "A" in position 3, whereas motif II had a prevalent "T" in positions 3, 14, and 15, as well as an "A" in position 7. The differences between the binding motifs were likely due to the differences in primary structures of respective TFs; for example, NagR from *B. aquikefiri* (motif I representative) and *B. infantis* ATCC 15697 (motif II representative) shared only 38 % sequence identity. Interestingly, unlike other species, *B. bohemicum* and *B. bifidum* harbored two NagR paralogs; however, their motifs could be separated only in the *B. bohemicum* case.

We also noted a discrepancy between positions of branches corresponding to *A. theropitheci* in species (**Fig. 6A)** and gene (**Fig. 6B**) phylogenetic trees. The *A. theropitheci* branch was an outgroup in the species tree, reflecting the phylogenetic differences between *Bifidobacterium* and *Alloscardovia* genera. However, in the gene tree, NagR from *A. theropitheci* clustered with NagR sequences from bifidobacteria isolated from mammals (e.g., *Bifidobacterium tsurumiense* JCM 13495). Notably, the genomic neighborhood of the *nagR* genes was also surprisingly similar in both species: a BITS_RS02005-*nagR* operon forming a divergon with *gltABC*-*lnpABC* (**Table S3**). This observation may indicate a possible horizontal transfer of the whole gene cluster from *Bifidobacterium* spp. to *A. theropitheci* or convergent evolution in a mammalian host.

The obtained results suggest that NagR gradually evolved from a local regulator of GlcNAc catabolism in ancestral bifidobacteria to a global regulator of various host glycan utilization in human-residential bifidobacteria via regulon expansion.

**References**

1. Overbeek R, Begley T, Butler RM, Choudhuri JV, Chuang H-Y, Cohoon M, de Crécy-Lagard V, Diaz N, Disz T, Edwards R, Fonstein M, Frank ED, Gerdes S, Glass EM, Goesmann A, Hanson A, Iwata-Reuyl D, Jensen R, Jamshidi N, Krause L, Kubal M, Larsen N, Linke B, McHardy AC, Meyer F, Neuweger H, Olsen G, Olson R, Osterman A, Portnoy V, Pusch GD, Rodionov DA, Rückert C, Steiner J, Stevens R, Thiele I, Vassieva O, Ye Y, Zagnitko O, Vonstein V. 2005. The subsystems approach to genome annotation and its use in the project to annotate 1000 genomes. Nucleic Acids Research 33:5691–5702.

2. Overbeek R, Olson R, Pusch GD, Olsen GJ, Davis JJ, Disz T, Edwards RA, Gerdes S, Parrello B, Shukla M, Vonstein V, Wattam AR, Xia F, Stevens R. 2014. The SEED and the Rapid Annotation of microbial genomes using Subsystems Technology (RAST). Nucleic Acids Res 42:D206-214.

3. Price MN, Arkin AP. 2017. PaperBLAST: Text Mining Papers for Information about Homologs. mSystems 2:e00039-17.

4. Lombard V, Golaconda Ramulu H, Drula E, Coutinho PM, Henrissat B. 2014. The carbohydrate-active enzymes database (CAZy) in 2013. Nucleic Acids Res 42:D490–D495.

5. Saier MH, Reddy VS, Moreno-Hagelsieb G, Hendargo KJ, Zhang Y, Iddamsetty V, Lam KJK, Tian N, Russum S, Wang J, Medrano-Soto A. 2021. The Transporter Classification Database (TCDB): 2021 update. Nucleic Acids Res 49:D461–D467.

6. Novichkov PS, Laikova ON, Novichkova ES, Gelfand MS, Arkin AP, Dubchak I, Rodionov DA. 2010. RegPrecise: a database of curated genomic inferences of transcriptional regulatory interactions in prokaryotes. Nucleic Acids Res 38:D111–D118.

7. Page AJ, Cummins CA, Hunt M, Wong VK, Reuter S, Holden MTG, Fookes M, Falush D, Keane JA, Parkhill J. 2015. Roary: rapid large-scale prokaryote pan genome analysis. Bioinformatics 31:3691–3693.

8. Altschul SF, Gish W, Miller W, Myers EW, Lipman DJ. 1990. Basic local alignment search tool. Journal of Molecular Biology 215:403–410.

9. Katoh K, Standley DM. 2013. MAFFT Multiple Sequence Alignment Software Version 7: Improvements in Performance and Usability. Mol Biol Evol 30:772–780.

10. Edgar RC. 2004. MUSCLE: multiple sequence alignment with high accuracy and high throughput. Nucleic Acids Res 32:1792–1797.

11. Snipen L, Liland KH. 2021. microseq: Basic Biological Sequence Handling (2.1.5).

12. Nguyen L-T, Schmidt HA, von Haeseler A, Minh BQ. 2015. IQ-TREE: a fast and effective stochastic algorithm for estimating maximum-likelihood phylogenies. Mol Biol Evol 32:268–274.

13. Asakuma S, Hatakeyama E, Urashima T, Yoshida E, Katayama T, Yamamoto K, Kumagai H, Ashida H, Hirose J, Kitaoka M. 2011. Physiology of consumption of human milk oligosaccharides by infant gut-associated bifidobacteria. J Biol Chem 286:34583–34592.

14. Gotoh A, Katoh T, Sakanaka M, Ling Y, Yamada C, Asakuma S, Urashima T, Tomabechi Y, Katayama-Ikegami A, Kurihara S, Yamamoto K, Harata G, He F, Hirose J, Kitaoka M, Okuda S, Katayama T. 2018. Sharing of human milk oligosaccharides degradants within bifidobacterial communities in faecal cultures supplemented with Bifidobacterium bifidum. Sci Rep 8:13958.

15. Takada H, Katoh T, Katayama T. 2020. Sialylated O -Glycans from Hen Egg White Ovomucin are Decomposed by Mucin-degrading Gut Microbes. J Appl Glycosci (1999) 67:31–39.

16. Gotoh A, Nara M, Sugiyama Y, Sakanaka M, Yachi H, Kitakata A, Nakagawa A, Minami H, Okuda S, Katoh T, Katayama T, Kurihara S. 2017. Use of Gifu Anaerobic Medium for culturing 32 dominant species of human gut microbes and its evaluation based on short-chain fatty acids fermentation profiles. Bioscience, Biotechnology and Biochemistry 81:2009–2017.

17. Lenth RV, Buerkner P, Herve M, Love J, Miguez F, Riebl H, Singmann H. 2022. emmeans: Estimated Marginal Means, aka Least-Squares Means (1.7.2).

18. Denney B, Buckeridge C, Duvvuri S. 2021. PKNCA: Perform Pharmacokinetic Non-Compartmental Analysis (0.9.5).

19. Andrews S. 2010. FastQC: A Quality Control Tool for High Throughput Sequence Data. http://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

20. Martin M. 2011. Cutadapt removes adapter sequences from high-throughput sequencing reads. 1. EMBnet.journal 17:10–12.

21. Langmead B, Salzberg SL. 2012. Fast gapped-read alignment with Bowtie 2. Nat Methods 9:357–359.

22. Bray NL, Pimentel H, Melsted P, Pachter L. 2016. Near-optimal probabilistic RNA-seq quantification. Nat Biotechnol 34:525–527.

23. Huber W, Carey VJ, Gentleman R, Anders S, Carlson M, Carvalho BS, Bravo HC, Davis S, Gatto L, Girke T, Gottardo R, Hahne F, Hansen KD, Irizarry RA, Lawrence M, Love MI, MacDonald J, Obenchain V, Oleś AK, Pagès H, Reyes A, Shannon P, Smyth GK, Tenenbaum D, Waldron L, Morgan M. 2015. Orchestrating high-throughput genomic analysis with Bioconductor. Nat Methods 12:115–121.

24. Soneson C, Love MI, Robinson MD. 2015. Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res 4:1521.

25. Robinson MD, McCarthy DJ, Smyth GK. 2010. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26:139–140.

26. Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK. 2015. limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res 43:e47.

27. Benjamini Y, Hochberg Y. 1995. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. Journal of the Royal Statistical Society Series B (Methodological) 57:289–300.

28. Wickham, Hadley. 2016. ggplot2: Elegant Graphics for Data Analysis. Springer-Verlag, New York. https://ggplot2.tidyverse.org.

29. Kolde R. 2019. pheatmap: Pretty Heatmaps (1.0.12).

30. Garrido D, Ruiz-Moyano S, Mills DA. 2012. Release and utilization of N-acetyl-d-glucosamine from human milk oligosaccharides by Bifidobacterium longum subsp. infantis. Anaerobe 18:430–435.

31. Viborg AH, Katayama T, Abou Hachem M, Andersen MCF, Nishimoto M, Clausen MH, Urashima T, Svensson B, Kitaoka M. 2014. Distinct substrate specificities of three glycoside hydrolase family 42 β-galactosidases from Bifidobacterium longum subsp. infantis ATCC 15697. Glycobiology 24:208–216.

32. Yoshida E, Sakurama H, Kiyohara M, Nakajima M, Kitaoka M, Ashida H, Hirose J, Katayama T, Yamamoto K, Kumagai H. 2012. Bifidobacterium longum subsp. infantis uses two different β-galactosidases for selectively degrading type-1 and type-2 human milk oligosaccharides. Glycobiology 22:361–368.

33. James K, Motherway MO, Bottacini F, van Sinderen D. 2016. Bifidobacterium breve UCC2003 metabolises the human milk oligosaccharides lacto-N-tetraose and lacto-N-neo-tetraose through overlapping, yet distinct pathways. Sci Rep 6.

34. Wada J, Ando T, Kiyohara M, Ashida H, Kitaoka M, Yamaguchi M, Kumagai H, Katayama T, Yamamoto K. 2008. Bifidobacterium bifidum lacto-N-biosidase, a critical enzyme for the degradation of human milk oligosaccharides with a type 1 structure. Appl Environ Microbiol 74:3996–4004.

35. Sakurama H, Kiyohara M, Wada J, Honda Y, Yamaguchi M, Fukiya S, Yokota A, Ashida H, Kumagai H, Kitaoka M, Yamamoto K, Katayama T. 2013. Lacto-N-biosidase encoded by a novel gene of Bifidobacterium longum subspecies longum shows unique substrate specificity and requires a designated chaperone for its active expression. J Biol Chem 288:25194–25206.

36. Fujita K, Oura F, Nagamine N, Katayama T, Hiratake J, Sakata K, Kumagai H, Yamamoto K. 2005. Identification and molecular cloning of a novel glycoside hydrolase family of core 1 type O-glycan-specific endo-alpha-N-acetylgalactosaminidase from Bifidobacterium longum. J Biol Chem 280:37415–37422.

37. Goulas T, Goulas A, Tzortzis G, Gibson GR. 2009. Comparative analysis of four beta-galactosidases from Bifidobacterium bifidum NCIMB41171: purification and biochemical characterisation. Appl Microbiol Biotechnol 82:1079–1088.

38. Katoh T, Maeshibu T, Kikkawa K-I, Gotoh A, Tomabechi Y, Nakamura M, Liao W-H, Yamaguchi M, Ashida H, Yamamoto K, Katayama T. 2017. Identification and characterization of a sulfoglycosidase from Bifidobacterium bifidum implicated in mucin glycan utilization. Biosci Biotechnol Biochem 81:2018–2027.

39. Wakinaka T, Kiyohara M, Kurihara S, Hirata A, Chaiwangsri T, Ohnuma T, Fukamizo T, Katayama T, Ashida H, Yamamoto K. 2013. Bifidobacterial α-galactosidase with unique carbohydrate-binding module specifically acts on blood group B antigen. Glycobiology 23:232–240.

40. Shimada Y, Watanabe Y, Wakinaka T, Funeno Y, Kubota M, Chaiwangsri T, Kurihara S, Yamamoto K, Katayama T, Ashida H. 2015. α-N-Acetylglucosaminidase from Bifidobacterium bifidum specifically hydrolyzes α-linked N-acetylglucosamine at nonreducing terminus of O-glycan on gastric mucin. Appl Microbiol Biotechnol 99:3941–3948.

# Supplementary material for: Human Milk Oligosaccharide Utilization in Intestinal Bifidobacteria Is Governed by Global Transcriptional Regulator NagR
**Source:** mSystems. 2022 Sep 12;7(5):e00343-22. doi: 10.1128/msystems.00343-22
**Supplement:** TEXT S2

# Supplemental code file for manuscript titled: Human Milk Oligosaccharide Utilization in Intestinal Bifidobacteria is Governed by a Global Transcriptional Regulator NagR

Aleksandr A. Arzamasov      Aruto Nakajima      Mikiyasu Sakanaka  
 Miriam N. Ojima      Takane Katayama      Dmitry A. Rodionov  
 Andrei L. Osterman

## Contents

## 1 Background

*Bifidobacterium longum* subsp. *infantis* (*B. infantis*) is a prevalent beneficial bacterium that colonizes the human neonatal gut and is uniquely adapted to efficiently use human milk oligosaccharides (HMOs) as a carbon and energy source. Multiple studies have focused on characterizing the elements of HMO utilization machinery in *B. infantis*; however, the regulatory mechanisms governing the expression of these catabolic pathways remain poorly understood. A bioinformatic regulon reconstruction approach used in this study implicated NagR, a transcription factor from the ROK family, as a negative global regulator of genomic loci encoding lacto-*N*-biose/galacto-*N*-biose (LNB/GNB), lacto-*N*-tetraose (LNT), and lacto-*N*-neotetraose (LNTnT) utilization pathways in *B. infantis*. This conjecture was corroborated by transcriptome profiling upon *nagR* genetic inactivation and experimental assessment of binding of recombinant NagR to predicted DNA operators. The latter approach also implicated N-acetylglucosamine (GlcNAc), a universal intermediate of LNT and LNTnT catabolism, and its phosphorylated derivatives as plausible NagR effectors. Reconstruction of NagR regulons in various *Bifidobacterium* lineages revealed multiple regulon expansion events, suggesting evolution from a local regulator of GlcNAc catabolism in ancestral bifidobacteria to a global regulator controlling foraging of mixtures of GlcNAc-containing host-derived glycans in infant gut-colonizing *B. infantis* and *Bifidobacterium bifidum*.

**This supplementary code file describes:**

1. Analysis of growth, HMO consumption, and organic acid production data
2. Analysis of RNA-seq data: (a) processing raw fastq files and mapping reads to the *Bifidobacterium longum* subsp. *infantis* ATCC 15697 transcriptome, (b) identification of differentially expressed genes (DEGs) between experimental conditions
3. Analysis of Electrophoretic Mobility Shift Assay (EMSA) data: processing gel quantification data and building 4-parameter logistic (4PL) models to infer EC<sub>50</sub> values
4. Phylogenetic analysis

---

## 2 Reproducibility and accessibility

All code used in this analysis, including the Rmarkdown document used to compile this supplementary code file, is available on GitHub [here](#). Once the GitHub repo has been downloaded, navigate to `NagR_manuscript/` to find the Rmarkdown document as well as the RProject file. This should be your working directory for executing code. To fully reproduce the processing of raw fastq files (RNA-seq data analysis), you will need to download them from Gene Expression Omnibus, under accession **GSE196064**. Downloaded fastq files should be placed to `NagR_manuscript/data/rnaseq/fastq/`. Otherwise, `data/rnaseq/kallisto/` already includes Kallisto mapping outputs.

---

### 3 R packages and external functions used

A set of R packages was used for this analysis. The `pacman` package was used to simplify downloading and loading the required packages. All graphics and data wrangling were handled using the `tidyverse` suite of packages. To fully reproduce the R environment used in the analysis, use the `renv` package and `renv::restore()` to restore the environment from `renv.lock`.

```
# install/load the pacman package for rapid installation of packages that are not in library
if (!require("pacman")) install.packages("pacman")
# use pacman to install/load all packages needed for the analysis
pacman::p_load('tidyverse', 'emmeans', 'growthrates', 'PKNCA', 'tximport', 'rhdf5', 'gt', 'edgeR',
               'matrixStats', 'cowplot', 'ggrepel', 'pheatmap', 'drc', 'Cairo', 'ggpubr', 'microseq')

##
## The downloaded binary packages are in
## /var/folders/px/6v41cpzj2kqf_c4ntv6cfsqm0000gp/T//RtmpPInMzm/downloaded_packages
```

A set of external R functions was used to keep the code tidy. All used R scripts with functions can be found in `NagR_manuscript/code/`.

```
source("code/profile.R") # calculates counts per million (CPM) for each gene
# plots the distribution of CPM values for each sample
source("code/deg_list.R") # selects DEGs based on input cut-offs
# outputs an annotated table with DEGs to a txt file
source("code/emsa.R") # builds a 4PL model for EMSA quantification data
# plots the fit from the 4PL model with 95% confidence intervals
```

---

## 4 Analysis of growth, HMO consumption, and organic acid production data

### 4.1 Growth curves **Fig. 2A**

Growth of *Bifidobacterium longum* subsp. *infantis* ATCC 15697 WT and *nagR*-KO strains in MRS-CS supplemented with various carbon sources was measured by OD<sub>600</sub>. Data points (taken at 0, 4, 8, 12, and 24 h) represent mean±SD of three replicates.

```
# read growth data
growth_data <- read_tsv("data/growth/growth_data.txt") %>%
  filter(sugar != "control")
# plot data
set.seed(123)
growth_data %>%
  # rearrange plot order
  mutate(across(sugar, factor, levels=c("Lac", "Gal", "HMO", "Sucrose", "FOS"))) %>%
  ggplot(aes(x = time, y = od, group = strain)) +
  # display mean and connect points by line
  stat_summary(
    fun = mean,
```

```

    geom='line',
    size = 0.7,
    aes(color=strain)) +
# display standard deviation
stat_summary(
  fun.data=mean_sd,
  geom='errorbar',
  width=0.6,
  aes(color=strain)) +
stat_summary(
  fun=mean,
  geom = 'point',
  aes(fill=strain, shape=strain),
  size = 1.5)+
scale_color_manual(name="Strain",
  values=c(WT="#008800", Mut="#F48326")) +
scale_fill_manual(name="Strain",
  values=c(WT="#008800", Mut="#F48326")) +
scale_shape_manual(name="Strain",
  values=c(WT=21, Mut=24)) +
scale_x_continuous(limits=c(-0.4, 24.4),
  breaks=c(0, 4, 8, 12, 16, 20, 24)) +
scale_y_continuous(limits=c(0, 6.5),
  breaks=c(0, 1, 2, 3, 4, 5, 6)) +
xlab("Time (h)") +
ylab("OD600") +
facet_wrap(. ~ sugar) +
theme_bw(14) +
theme(axis.text=element_text(size=10), strip.text = element_text(size = 14))

```

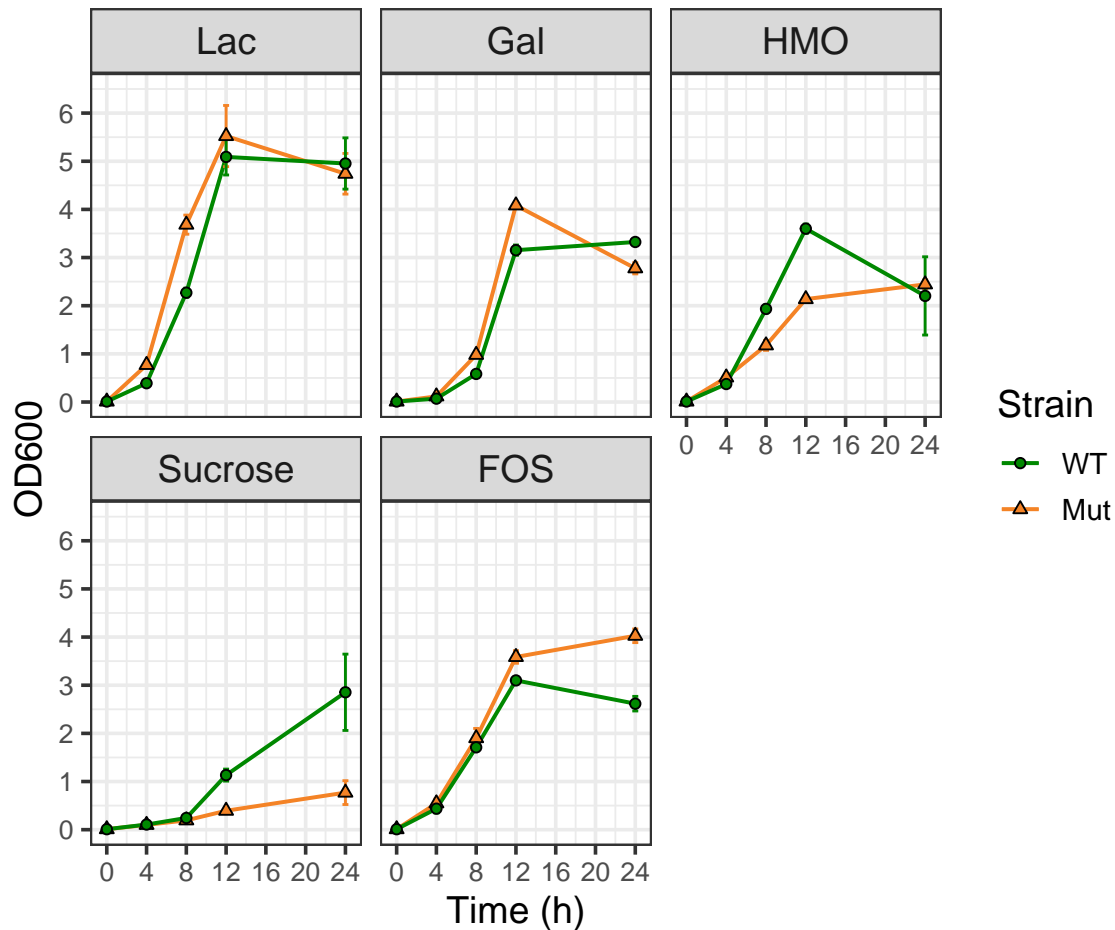

```
# save the figure
ggsave("results/figures/figure_2A.pdf", device = cairo_pdf, width = 6, height = 5)
```

A linear model and post hoc comparisons implemented in the emmeans package were used to identify time points where the mean OD<sub>600</sub> values for WT and *nagR-KO* strains were significantly different. Computed p-values were adjusted for multiple comparisons using the Bonferroni correction.

```
# function below:
# (1) builds a linear model with two factors (strain and time)
# (2) performs pairwise comparisons of OD600 means (WT vs nagR-KO) at each time point using emmeans
# (3) computes p-values and adjusts for multiple comparisons using the Bonferroni correction
compare_growth_means <- function(measurement_data){
  lm_strain <- lm(od ~ strain + time + strain:time, data=measurement_data)
  compare_means_strain <- emmeans(lm_strain, ~ strain | time)
  summary(pairs(compare_means_strain), by = NULL, adjust = "bonferroni")
}

# for each carbon source, compare OD600 values (WT vs nagR-KO) at each time point
growth_data_split <- growth_data %>%
  mutate(across(c(strain, time), factor)) %>%
  group_by(sugar) %>%
  split(f = as.factor(.$sugar))
lapply(growth_data_split, compare_growth_means)
```

```

## $FOS
## contrast time estimate      SE df t.ratio p.value
## Mut - WT 0      0.000 0.0908 20    0.000  1.0000
## Mut - WT 4      0.110 0.0908 20    1.212  1.0000
## Mut - WT 8      0.190 0.0908 20    2.093  0.2463
## Mut - WT 12     0.487 0.0908 20    5.362  0.0002
## Mut - WT 24     1.410 0.0908 20   15.535  <.0001
##
## P value adjustment: bonferroni method for 5 tests
##
## $Gal
## contrast time estimate      SE df t.ratio p.value
## Mut - WT 0      0.0000 0.0486 20    0.000  1.0000
## Mut - WT 4      0.0467 0.0486 20    0.959  1.0000
## Mut - WT 8      0.3967 0.0486 20    8.154  <.0001
## Mut - WT 12     0.9300 0.0486 20   19.117  <.0001
## Mut - WT 24     -0.5467 0.0486 20  -11.237  <.0001
##
## P value adjustment: bonferroni method for 5 tests
##
## $HMO
## contrast time estimate      SE df t.ratio p.value
## Mut - WT 0      0.000 0.217 20    0.000  1.0000
## Mut - WT 4      0.137 0.217 20    0.630  1.0000
## Mut - WT 8     -0.757 0.217 20   -3.489  0.0116
## Mut - WT 12    -1.463 0.217 20   -6.748  <.0001
## Mut - WT 24     0.240 0.217 20    1.107  1.0000
##
## P value adjustment: bonferroni method for 5 tests
##
## $Lac
## contrast time estimate      SE df t.ratio p.value
## Mut - WT 0      0.000 0.266 20    0.000  1.0000
## Mut - WT 4      0.380 0.266 20    1.430  0.8403
## Mut - WT 8      1.413 0.266 20    5.320  0.0002
## Mut - WT 12     0.433 0.266 20    1.631  0.5926
## Mut - WT 24     -0.213 0.266 20   -0.803  1.0000
##
## P value adjustment: bonferroni method for 5 tests
##
## $Sucrose
## contrast time estimate      SE df t.ratio p.value
## Mut - WT 0      0.00000 0.218 20    0.000  1.0000
## Mut - WT 4     -0.00667 0.218 20   -0.031  1.0000
## Mut - WT 8     -0.05000 0.218 20   -0.230  1.0000
## Mut - WT 12    -0.74000 0.218 20   -3.401  0.0142
## Mut - WT 24    -2.08333 0.218 20   -9.576  <.0001
##
## P value adjustment: bonferroni method for 5 tests

```

## 4.2 AUC calculation Fig. 2B

The PKNCA package was used to calculate empirical Area Under the Curve (AUC) values by integrating the areas under trapezoids made up by connecting consecutive time points in growth curves of *nagR*-KO and WT strains. AUC is a promising metric to summarize a growth curve because it integrates the contributions of the initial population size, growth rate, and carrying capacity into a single value, and emphasizes growth rate (<https://doi.org/10.1186/s12859-016-1016-7>).

```
# this function calculates the AUC under the trapezoid
# made up by connecting consecutive time points
calculate_AUC <- function(data){
  conc_obj <- PKNCAconc(data, od~time)
  data_obj <- PKNCAdata(data.conc=conc_obj,
                        intervals=data.frame(start=0,
                                             end=24,
                                             aucall=TRUE))

  results_obj <- pk.nca(data_obj)
  results_obj$result$PPORRES
}

# split growth data by strain, sugar, and replicate
growth_WT_Lac_1 <- filter(growth_data, strain == "WT", sugar == "Lac", rep == 1)
growth_WT_Lac_2 <- filter(growth_data, strain == "WT", sugar == "Lac", rep == 2)
growth_WT_Lac_3 <- filter(growth_data, strain == "WT", sugar == "Lac", rep == 3)
growth_Mut_Lac_1 <- filter(growth_data, strain == "Mut", sugar == "Lac", rep == 1)
growth_Mut_Lac_2 <- filter(growth_data, strain == "Mut", sugar == "Lac", rep == 2)
growth_Mut_Lac_3 <- filter(growth_data, strain == "Mut", sugar == "Lac", rep == 3)
growth_WT_HMO_1 <- filter(growth_data, strain == "WT", sugar == "HMO", rep == 1)
growth_WT_HMO_2 <- filter(growth_data, strain == "WT", sugar == "HMO", rep == 2)
growth_WT_HMO_3 <- filter(growth_data, strain == "WT", sugar == "HMO", rep == 3)
growth_Mut_HMO_1 <- filter(growth_data, strain == "Mut", sugar == "HMO", rep == 1)
growth_Mut_HMO_2 <- filter(growth_data, strain == "Mut", sugar == "HMO", rep == 2)
growth_Mut_HMO_3 <- filter(growth_data, strain == "Mut", sugar == "HMO", rep == 3)
growth_WT_Scr_1 <- filter(growth_data, strain == "WT", sugar == "Sucrose", rep == 1)
growth_WT_Scr_2 <- filter(growth_data, strain == "WT", sugar == "Sucrose", rep == 2)
growth_WT_Scr_3 <- filter(growth_data, strain == "WT", sugar == "Sucrose", rep == 3)
growth_Mut_Scr_1 <- filter(growth_data, strain == "Mut", sugar == "Sucrose", rep == 1)
growth_Mut_Scr_2 <- filter(growth_data, strain == "Mut", sugar == "Sucrose", rep == 2)
growth_Mut_Scr_3 <- filter(growth_data, strain == "Mut", sugar == "Sucrose", rep == 3)
growth_WT_FOS_1 <- filter(growth_data, strain == "WT", sugar == "FOS", rep == 1)
growth_WT_FOS_2 <- filter(growth_data, strain == "WT", sugar == "FOS", rep == 2)
growth_WT_FOS_3 <- filter(growth_data, strain == "WT", sugar == "FOS", rep == 3)
growth_Mut_FOS_1 <- filter(growth_data, strain == "Mut", sugar == "FOS", rep == 1)
growth_Mut_FOS_2 <- filter(growth_data, strain == "Mut", sugar == "FOS", rep == 2)
growth_Mut_FOS_3 <- filter(growth_data, strain == "Mut", sugar == "FOS", rep == 3)
growth_WT_Gal_1 <- filter(growth_data, strain == "WT", sugar == "Gal", rep == 1)
growth_WT_Gal_2 <- filter(growth_data, strain == "WT", sugar == "Gal", rep == 2)
growth_WT_Gal_3 <- filter(growth_data, strain == "WT", sugar == "Gal", rep == 3)
growth_Mut_Gal_1 <- filter(growth_data, strain == "Mut", sugar == "Gal", rep == 1)
growth_Mut_Gal_2 <- filter(growth_data, strain == "Mut", sugar == "Gal", rep == 2)
growth_Mut_Gal_3 <- filter(growth_data, strain == "Mut", sugar == "Gal", rep == 3)

# create a list
growth_data_all <- list(growth_WT_Lac_1, growth_WT_Lac_2, growth_WT_Lac_3,
```

```

        growth_Mut_Lac_1, growth_Mut_Lac_2, growth_Mut_Lac_3,
        growth_WT_Gal_1, growth_WT_Gal_2, growth_WT_Gal_3,
        growth_Mut_Gal_1, growth_Mut_Gal_2, growth_Mut_Gal_3,
        growth_WT_HMO_1, growth_WT_HMO_2, growth_WT_HMO_3,
        growth_Mut_HMO_1, growth_Mut_HMO_2, growth_Mut_HMO_3,
        growth_WT_Scr_1, growth_WT_Scr_2, growth_WT_Scr_3,
        growth_Mut_Scr_1, growth_Mut_Scr_2, growth_Mut_Scr_3,
        growth_WT_FOS_1, growth_WT_FOS_2, growth_WT_FOS_3,
        growth_Mut_FOS_1, growth_Mut_FOS_2, growth_Mut_FOS_3)

# apply the AUC calculation function
AUC_all <- lapply(growth_data_all, calculate_AUC)
# transform the AUC list into a tibble
auc_data_raw <- enframe(AUC_all)
auc_data <- auc_data_raw %>%
  # split by "_" in the column "name"
  separate(name, c("growth", "strain", "sugar", "rep")) %>%
  rename(auc = value) %>%
  # round AUC values to 1 digit after the period
  mutate(auc = sprintf("%0.1f", auc)) %>%
  mutate_at(c("auc"), as.numeric) %>%
  dplyr::select(-growth)

# perform pairwise mean comparisons
# nagR-KO vs WT for each sugar
stat.test <- compare_means(
  auc ~ strain, data = auc_data, group.by = "sugar",
  method = "t.test",
  p.adjust = "none"
)

# plot data
ggbarplot(auc_data, x = "sugar", y = "auc",
  fill = "strain",
  add = "mean_sd", add.params = list(group = "strain"),
  position = position_dodge(0.8), alpha = 0.8) +
  scale_color_manual(name="Strain",
    values=c(WT="#008800", Mut="#F48326")) +
  scale_fill_manual(name="Strain",
    values=c(WT="#008800", Mut="#F48326")) +
  ylab("AUC") +
  # add calculated p-values
  stat_pvalue_manual(
    stat.test, x = "sugar", y.position = 100,
    label = "p.signif",
    position = position_dodge(0.8)
  )
)

```

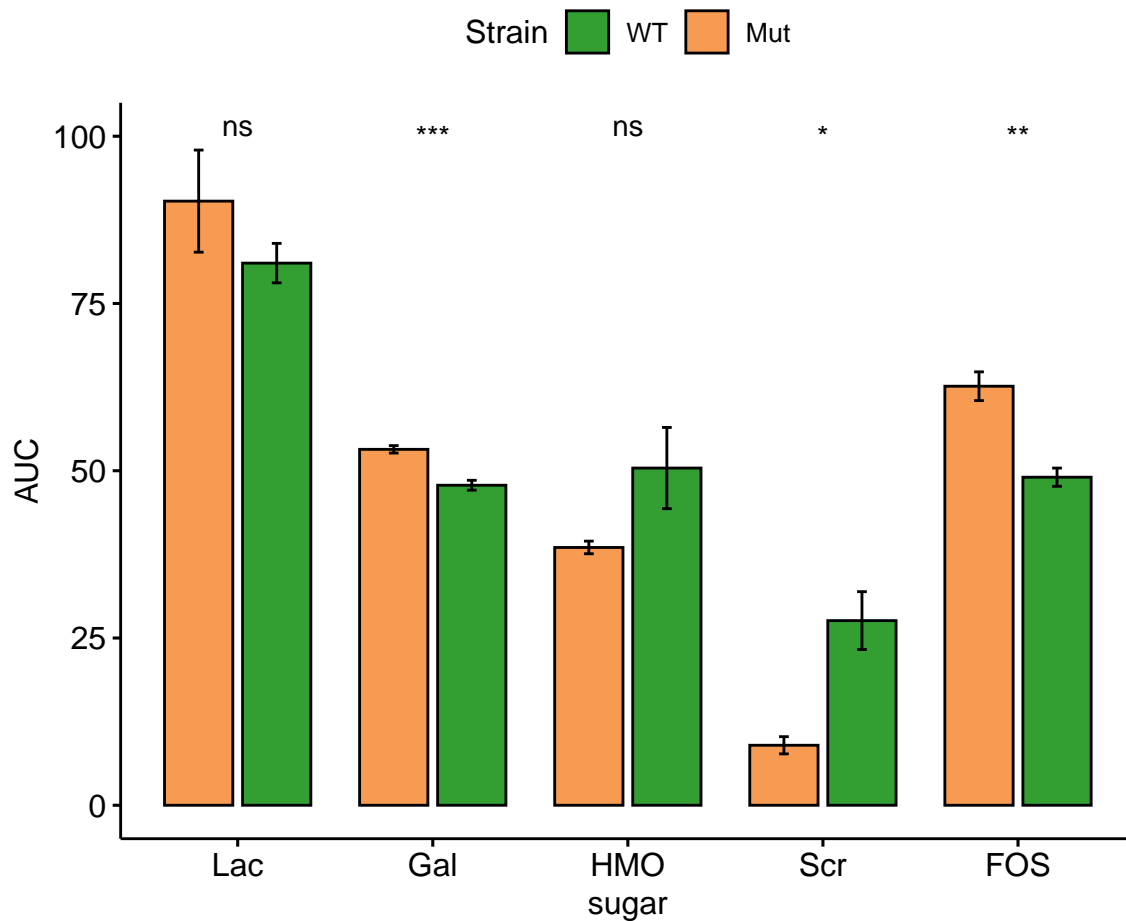

```
# save the figure
ggsave("results/figures/figure_2B.pdf", device = cairo_pdf, width = 6, height = 5)
```

### 4.3 HMO consumption **Fig. S3A**

HMO consumption of *Bifidobacterium longum* subsp. *infantis* ATCC 15697 WT and *nagR*-KO strains grown in MRS-CS-HMO was measured by normal phase high-performance liquid chromatography (HPLC). Data points (taken at 0, 4, 8, 12, and 24 h) represent the mean of three replicates; error bars depict 95% confidence intervals for the mean.

```
# read HMO consumption data
hmo_data <- read_tsv("data/metabolomics/HMO_concentration.txt")
# plot data
set.seed(123)
hmo_data %>%
  # rearrange plot order
  mutate(across(sugar, factor, levels=c("Lactose", "2'FL", "3FL", "DFL",
    "LNT", "LNnT", "LNFP I",
    "LNFP II/III", "LNDFH I",
```

```

                                "LNDFH II",
                                "LNTriose II", "Fucose")))) %>%
ggplot(aes(x = time, y = conc, group = strain)) +
# display mean and connect points by line
stat_summary(
  fun = mean,
  geom='line',
  size = 1,
  aes(color=strain)) +
# display 95% non-parametric confidence intervals for the mean
stat_summary(
  fun.data=mean_cl_boot,
  geom='errorbar',
  width=0.6,
  aes(color=strain)) +
stat_summary(
  fun=mean,
  geom = 'point',
  aes(fill=strain, shape=strain),
  size = 3) +
scale_color_manual(name="Strain",
                   values=c(WT="#008800", Mut="#F48326")) +
scale_fill_manual(name="Strain",
                  values=c(WT="#008800", Mut="#F48326")) +
scale_shape_manual(name="Strain",
                   values=c(WT=21, Mut=24)) +
scale_x_continuous(limits=c(-0.4, 24.4),
                   breaks=c(0, 4, 8, 12, 16, 20, 24)) +
xlab("Time (h)") +
ylab("Concentration (mM)") +
# set different scales for each plot
facet_wrap(. ~ sugar, scales = "free") +
theme_bw(14)

```

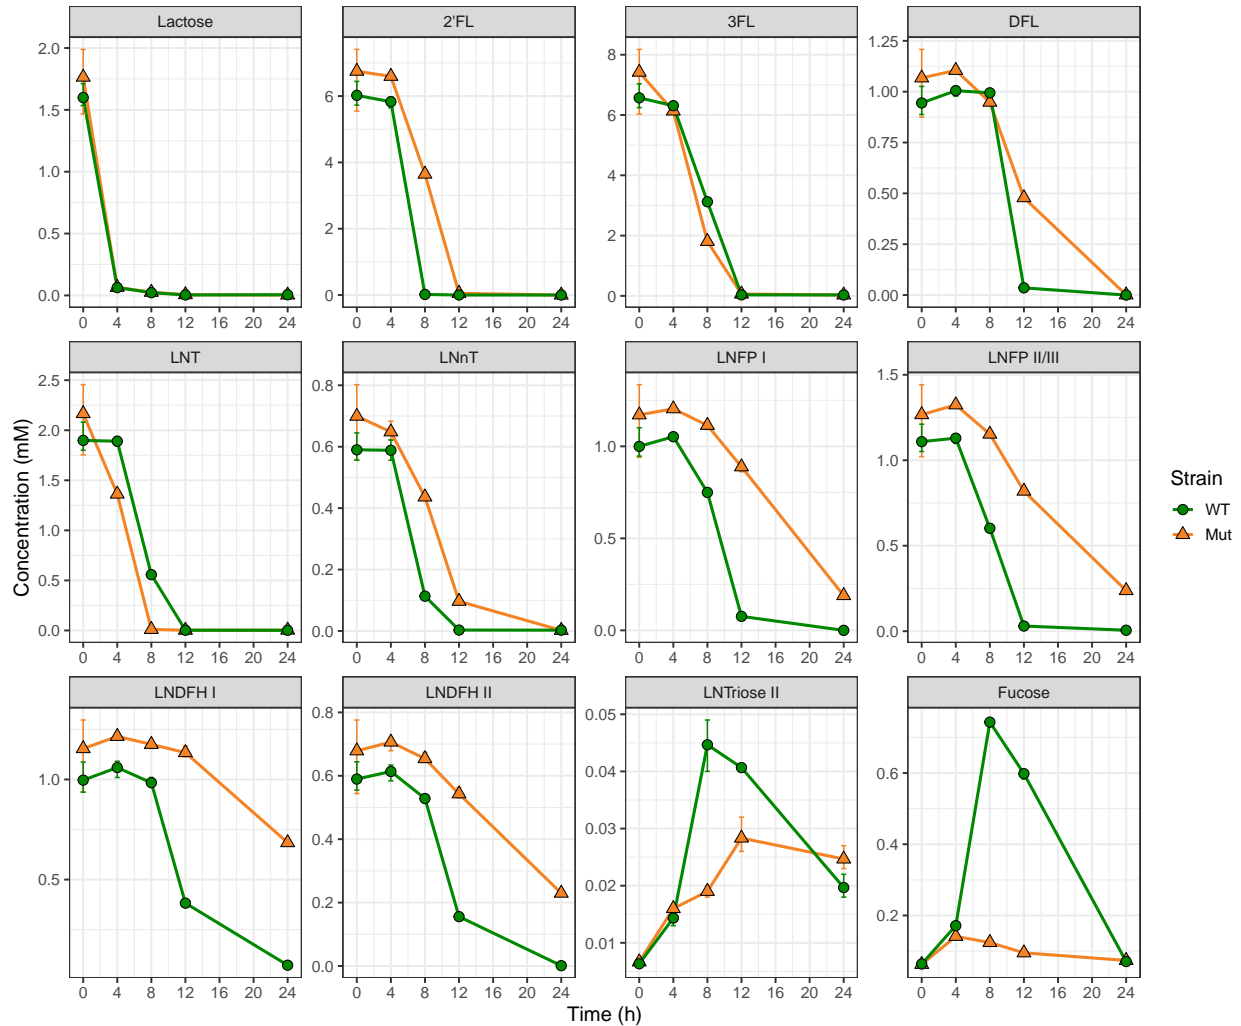

```
# save the figure
ggsave("results/figures/figure_S3A.pdf", device = cairo_pdf, width = 12, height = 10)
```

A linear model and post hoc comparisons implemented in the emmeans package were used to identify time points where the mean HMO concentrations for WT and *nagR*-KO strains were significantly different. Computed p-values were adjusted for multiple comparisons using the Bonferroni correction.

How the deposited data were processed for this re-analysis (not part of the article)

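RNA-seq was performed on 12 cultures, 3 biological replicates of each of 4 conditions: WT and *nagR*-KO strains, each grown with Lac or with LNnT. The authors trimmed adapters and short reads with Cutadapt, removed reads that Bowtie2 aligned to rRNA genes, pseudoaligned the remaining single-end reads to the transcriptome of the strain with Kallisto without a strand option, and made estimated counts from the length-scaled abundances with tximport. These estimated counts were deposited by the authors for 2508 genes, and they are neither normalized between libraries nor log transformed. Of all values, 94.6% lay within 0.01 of a whole number, and the values were rounded before tests on counts. All 12 columns of values were used. Without a strand option, reads from the strand opposite to a gene were not kept apart from its own, and their share cannot be found from the deposited values. No read was realigned, and the steps on reads could not be repeated.

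The libraries held between 3471109 and 6504247 estimated counts each. The 10 most abundant genes took 19.4% to 23.4% of the counts of a library, and genes annotated as RNA took 8.86% to 13.4%. No counts were found for 94 genes, and 33 genes in 12 sets had values identical to those of another gene in all libraries. At these depths, a total of 3 counts over the libraries of a group was taken as the floor for a group at 0, which covers counting error and no other error. Gene lengths and sequences were not at hand, so bias from GC content or gene length was not examined. None of the locus tags in the reference table at hand matched those of the deposited table, so symbols and annotations were taken from Table 1 and Table S2 of the paper.

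Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on the 2366 genes with more than 1 CPM in at least 3 libraries, with TMM factors and 1 coefficient per condition, over all 12 libraries together. *P* values of edgeR's quasi-likelihood test were adjusted by the Benjamini-Hochberg procedure, and a gene was called at an adjusted *P* value under 0.01 and an absolute log2 FC over 1. The SE of a log2 FC was computed as its absolute value divided by the square root of its quasi-likelihood F statistic. The strains were compared within each carbon source and the carbon sources within each strain, the WT with LNnT was compared with the mutant with Lac, and the interaction was tested as the strain effect with LNnT minus that with Lac. The filter, normalization, model and thresholds are those of the authors' code, whereas the authors used voom and *limma*. A comparison of 3 libraries with 3 allows no permutation *P* value under 0.1.

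In the study design table of Text S2, the batch number is 1 for all Lac and 2 for all LNnT libraries, so a term for batch could not be fitted beside carbon source. An additive batch effect cancels in the interaction. To examine whether replicate numbers pair the libraries, the deviations of each library from its group mean were correlated over 1598 genes with a mean log2 CPM over 5. Between the strains with LNnT, *r* was 0.629, 0.239 and 0.737 for replicates 1, 2 and 3. These libraries were taken as paired by number, which the paper's text does not state. A fit with the replicate number as a block was made beside that without it. The block gives each replicate number 1 effect over both carbon sources, so it does not model pairing with LNnT alone.

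Genes named in the text were chosen by a rule, with the values of Table S2 already seen: the 29 genes of the reconstructed regulon, *malE*, *malF*, *malG*, *malK*, *cscA*, *cscB*, *cscR* and Blon_0786, and, for each comparison, the 5 other called genes with the largest absolute log2 FC among those whose 3 libraries of 1 group all lay on 1 side of the 3 of the other (for the interaction, among the called genes). The values of 1 gene of the regulon are not reported here, although it is included in the counts and medians. Genes outside this rule are named with a statement that they were chosen after their values were seen.

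The alternatives fixed before the data were examined were limma-voom (limma 3.58.1), DESeq2 1.42.0, RLE and upper-quartile normalization, no filter on low counts, more than 1 CPM in all 12 libraries, a fit to the 6 libraries compared, the replicate block, identical genes summed, a test against a 1.2-fold change with edgeR's glmTreat, and leaving out each library in turn. For the PCA, these were scaling of genes, the filters, RLE, leaving out the 29 regulon genes and a prior count of 10 in place of 2. For the EC50 values, these were linear scales, Spearman's rho, FC values of the WT with LNnT, and leaving out probes. Summing the counts of Blon_1831 and Blon_1571 was added after seeing the data. The procedures were tested on simulated data with 2352 genes, of which 200 were changed in 1 comparison. Of these, edgeR called 198, and limma-voom and DESeq2 197 each. The changed genes were not taken from those with few counts, and their folds lay well past the 2-fold threshold. The recovery thus does not apply to genes near that threshold or with few counts.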

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

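The counts over other splits of the libraries were planned, whereas the count over splits that part the pairs in the interaction and the tests of scaling, depth, shared reads, labels, loss of a stretch of the genome and batch were chosen after the results were seen.

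The comparison of the *nagR*-KO mutant with the WT in MRS-CS-LNnT was set up in the authors' code, and the paper's text does not report its genes. In it, 56 genes passed both thresholds, 32 higher and 24 lower in the mutant. Of the regulon, 10 genes were higher and 6 lower, and 40 called genes lay outside it. Among the genes outside the regulon were *cscA* (log2 FC of −7.82), *cscB* (−7.28), Blon_0786 (−3.05), *malE* (2.87), Blon_2183 (2.32) and Blon_2440 (2.21). The low-count gene Blon_0791 (−2.07) lost its call when any 1 library of either group was left out, with adjusted *P* values of 0.0119 to 0.0192 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and DESeq2 did not call it. The call of *cscR* was lost without WT LNnT replicate 2 and without *nagR*-KO LNnT replicate 2, with a log2 FC of −0.99 in both, and with more than 1 CPM required in all 12 libraries (−0.98). Between 49 and 56 genes were called with 1 library left out. A difference in scaling between libraries is excluded as the whole cause, since at least 51 genes lay over 1 and over 4 SE from any common shift of the log2 FC values. The strains have the same batch number. Of the 10 splits of these libraries into 3 and 3, 1 gave as many calls, and of the 4 splits that part all 3 replicate pairs, the real one alone did so. The 10 splits allow no share under 0.1, so this count alone does not decide on chance, whereas *cscA* had an adjusted *P* of 1.65e-17 by edgeR with Benjamini-Hochberg adjustment. The loss of NagR is the difference that the design names. Other effects of the insertion, of separate passage of the mutant or of spectinomycin in its overnight culture were not tested.

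The comparison of the *nagR*-KO mutant between MRS-CS-LNnT and MRS-CS-Lac was also set up in the authors' code, and the paper's text does not report its genes. It gave 187 called genes, 62 higher and 125 lower with LNnT, against 36 in the WT. Of these, 14 were regulon genes, all higher. Among the other genes, Blon_1027 (log2 FC of 3.09, SE of 0.47) and Blon_0640 (2.03, SE of 0.059) rose, and Blon_2361 (−2.03, SE of 0.15) and Blon_1498 (−2.10, SE of 0.43, not called by DESeq2) fell. Leaving out 1 library gave 172 to 191 calls. Scaling as the whole cause is excluded, since at least 156 genes lay over 1 and over 4 SE from any common shift. The scaling and the threshold do bear on the split by direction. With upper-quartile normalization, which moves the median log2 FC of all genes to −0.19, 248 genes were called. Of these, 20.6% were higher with LNnT, against 33.2% with TMM. With edgeR's glmTreat against a fold of 1.2, 283 genes were higher and 292 lower. For 84 of the 187 genes, also called in the interaction, a batch effect that acts alike on both strains cannot by itself explain both strains. It could still supply the change in the mutant, with the carbon source acting in the WT alone. An example is *nagK*, whose log2 FC with LNnT was 1.43 in the mutant and 4.56 in the WT. For the other 103 genes, of which 96 had the same sign in the WT, the carbon source and the batch cannot be told apart either. Of the 10 splits, 1 gave as many calls, which alone does not decide on chance, whereas *malE* (log2 FC of 2.43) had an adjusted *P* of 1.29e-12 by edgeR with Benjamini-Hochberg adjustment.

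The strain effect differed between the carbon sources for 139 genes, 48 with a higher and 91 with a lower effect in MRS-CS-LNnT. The split by direction depends on the scaling and the threshold, with 34 higher and 129 lower with upper-quartile normalization, 55 and 74 with DESeq2, and 188 and 134 with edgeR's glmTreat against a fold of 1.2. Among them were 6 regulon genes with a higher and 15 with a lower effect. Outside the regulon, Blon_1549 had an interaction log2 FC of −2.67 (SE of 0.34) and Blon_1498 of −3.06 (SE of 0.62, not called by DESeq2). Blon_1028 (2.48) lost its call in 9 of the 12 fits that left out 1 library, those other than without WT Lac replicate 3, WT LNnT replicate 1 or *nagR*-KO LNnT replicate 3, with adjusted *P* values of 0.0157 to 0.0381 by edgeR with Benjamini-Hochberg adjustment, and also with upper-quartile normalization. In 100 drawn of the 200 distinct splits of the strain labels within each carbon source, 1, the real one, gave as many calls, and the next gave 73. Since the LNnT libraries were taken as paired by replicate number, all 80 splits that part these 3 pairs were counted as well, and 1, the real one, gave as many calls. Most of these splits mix the strains, and so remove the strain effect itself along with its difference between carbon sources. They argue against libraries without any strain effect, and do not decide on chance for the interaction alone. Scaling as the whole cause is excluded, since at least 122 genes lay over 1 and over 4 SE from any common shift. A batch effect that acts alike on both strains cancels in the interaction, but one that acts differently on the strains was not tested.

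The 11 H1 genes from Blon_2341 to Blon_2351 had a median interaction log2 FC of −3.37, since they were higher in the mutant than in the WT in MRS-CS-Lac and lower in MRS-CS-LNnT. Among them, *hmoC* and *hmoC2* share 1 set of counts, as do *hmoB* and *hmoB2*, so the 11 genes are not all separate measurements. In MRS-CS-LNnT, the log2 FC of the mutant against the WT was −0.77 for the first pair and −0.78 for the second. The median over the 11 genes, with both genes of each pair counted, was −1.01, and counting each pair once would lower it. All 11 genes passed the adjusted *P* threshold of edgeR, and 6 passed the 2-fold threshold as well. Of these, *hmoA2* (−1.01) did not pass it without WT LNnT replicate 1 (−0.97) or with more than 1 CPM required in all 12 libraries (−0.99). The median was −1.06 with upper-quartile and −1.01 with RLE normalization. The median of the 11 genes lay by −1.01 from that of all genes tested. A difference in scaling that hides a rise of most genes by as much cannot be told apart from a fall of these genes, since normalization centers all genes and the counts hold no outside standard. A difference in depth is excluded, since the median was −1.03 with every library thinned to the smallest total. Reads shared between H1 genes are excluded as the whole cause, since the counts summed over all 15 H1 genes fell by 0.73 on the log2 scale (SE of 0.045). A single library mislabelled by strain is excluded by *cscA*, whose lowest level in the WT LNnT libraries was 208 times its highest level in the *nagR*-KO LNnT libraries. A single mutant library mislabelled by medium is excluded by *malE*, *malF*, *malG* and *malK*, whose lowest level in the *nagR*-KO LNnT libraries was at least 3.60 times the highest in the *nagR*-KO Lac libraries. A swap of all 3 mutant libraries between the media would reverse the effect of the medium in the mutant, whereas 160 of the 187 genes called there had the same sign in the WT. Loss of this stretch of the genome from some mutant cells in MRS-CS-LNnT stays open. Against the mutant in MRS-CS-Lac, the log2 FC values of the 11 genes spanned 0.62 (−0.85 to −0.23), and the RNA values cannot decide between unequal changes in transcription and a common loss with further changes. Beside the stretch, Blon_2340 (−0.20) was slightly lower and *hmoA5* (0.61) higher in the mutant in MRS-CS-LNnT. Blon_2340 was chosen after its values were seen. A biological explanation, in which growth on LNnT without NagR lowers transcription of these genes, may apply but was not tested apart from these comparisons.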

How the results depend on the processing

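The alternatives were planned, apart from summing Blon_1831 and Blon_1571, which was chosen after seeing the data. Leaving out 1 library gave 36 to 46 called genes between the strains with Lac (41 with all libraries), 34 to 38 between the carbon sources in the WT (36), 49 to 56 between the strains with LNnT (56), 172 to 191 between the carbon sources in the mutant (187) and 122 to 145 in the interaction (139). At least 35, 33, 48, 154 and 114 of the genes called with all libraries were shared with each of these fits. Other tests, normalizations and filters, apart from glmTreat, gave 37 to 46, 33 to 37, 49 to 57, 164 to 248 and 129 to 163 genes, with at least 34, 33, 49, 163 and 122 shared. Upregulated regulon genes numbered 17 to 19 between the strains with Lac and 24 or 25 between the carbon sources in the WT. These ranges leave out the fit with identical genes summed. There, *hmoB* and *hmoB2* merge, as do *hmoC* and *hmoC2*, so the regulon has fewer entries. The genes called in both comparisons with the WT in MRS-CS-Lac numbered 20 to 23 with 1 library left out and 19 to 23 under the other alternatives, apart from glmTreat.

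With glmTreat against a fold of 1.2 in place of the 2-fold threshold, 147 and 183 genes were called between the strains with Lac and with LNnT, 94 and 575 between the carbon sources in the WT and in the mutant, 322 in the interaction and 50 in both comparisons with the WT in MRS-CS-Lac. The smaller fold required makes these counts larger by construction. With an absolute log2 FC over 1 required as well, 7 in place of 26 regulon genes were higher in the WT with LNnT than in the mutant with Lac, again by construction.

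With the replicate block, 42, 35, 57, 192 and 140 genes were called in these comparisons, 19 and 25 regulon genes were upregulated, 26 were higher in the WT with LNnT than in the mutant with Lac, and 23 genes were called in both comparisons with the WT in MRS-CS-Lac. Apart from the strains with LNnT, replicate numbers did not pair the libraries (*r* from −0.292 to 0.434). Among named genes, the block changed 1 call, that of Blon_0153 between the carbon sources in the WT, whose log2 FC was −1.45 with and without it.

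PC1 (38.8%) held 43.0% of the variance with more than 1 CPM required in all 12 libraries, 42.4% with a prior count of 10, and 34.7% (without *nagR*-KO LNnT replicate 3) to 42.4% (without WT LNnT replicate 3) with 1 library left out. PC2 (21.0%) held 15.9% with scaled genes, 22.6% with a prior count of 10, and 19.0% (without *nagR*-KO Lac replicate 1) to 24.4% (without *nagR*-KO LNnT replicate 3) with 1 library left out. The causes were not tested.

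The correlation of EC50 with FC (−0.84, exact permutation *P* = 0.0444) was −0.85 to −0.84 with 1 library left out. It was −0.60 on linear scales, −0.71 as Spearman's rho and −0.82 with FC values of the WT with LNnT. It was −0.91 without the *nagK* probe, −0.79 without *gltA*, −0.91 without *hmoA2*, −0.87 without *hmoA*, −0.75 without *hmoA3* and −0.072 without *gltA* and *hmoA3*, all with an exact permutation *P* value from 0.0667 to 0.833. Fewer probes allow fewer pairings. Without *nagB*, it was −0.84 (exact permutation *P* = 0.0167).

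Of 277 pairs of a named gene and a comparison, 189 passed both thresholds, and 162 of these did so under every alternative chosen in advance apart from glmTreat, which was not tallied by gene, whereas 27 were lost under at least 1 and 2 others were gained. Of 102 such pairs of regulon genes, 6 were lost under at least 1. With Blon_1831 and Blon_1571 summed, the log2 FC was 0.39 between the carbon sources in the WT, −0.26 between the strains with LNnT and −0.82 in the interaction, opposite in sign to the fit of Blon_1831 alone. The sign of small differences changed for *lacS*, *cscR* and *nagR*. With upper-quartile normalization, the log2 FC of *lacS* was −0.032 in the mutant with LNnT against Lac (0.12 with TMM) and −0.056 in the WT with LNnT against the mutant with Lac (0.04), that of *cscR* was −0.11 in the mutant with LNnT against Lac (0.04), and that of *nagR* was −0.039 in the interaction (0.06). In the WT with LNnT against the mutant with Lac, the log2 FC of *nagR* (0.01) was −0.085 with upper-quartile normalization, −0.0041 with more than 1 CPM in all 12 libraries, −0.0069 with only 6 libraries, and −0.033 (without WT LNnT replicate 1) to 0.047 (without WT LNnT replicate 3) with 1 library left out. The causes were not tested. Genes with few counts lost their calls most often, and their depth limits how firmly they can be called.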

Differences from the paper's values

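For the values that the paper's text gives for these data, none differed from those obtained here by more than the limits set for a difference. The paper's count of upregulated regulon genes was obtained for both comparisons, and PC2 held 21.0% of the variance, against 21.1% in the paper. The log2 FC values of Table S2 differed from those of edgeR by at most 0.149 between the strains in MRS-CS-Lac and by at most 0.0310 between the carbon sources in the WT.

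Of the 41 genes of Table S2A, 40 were called with edgeR, as were all 36 genes of Table S2B. The exception is Blon_1244, which the paper calls and which had a log2 FC of 0.98 (SE of 0.16) with edgeR. In its place, edgeR called Blon_0140 (log2 FC of 1.01, SE of 0.12), which the paper does not call. Both genes are named because their values were seen. Of the alternatives set before the data were examined, limma-voom, which is the test named in the paper's methods, called Blon_1244 (log2 FC of 1.00) and not Blon_0140 (0.995), and upper-quartile normalization called both (1.03 for Blon_1244 and 1.06 for Blon_0140). Blon_1244 was not called by DESeq2 (0.95), RLE normalization (0.96), no filter (0.96), more than 1 CPM in all 12 libraries (0.97) or the replicate block (0.98). Blon_0140 was likewise not called by DESeq2 (0.988), RLE normalization (0.988) or no filter (0.987). It was called with more than 1 CPM in all 12 libraries (1.002) and with the replicate block (1.004). With limma-voom, the called genes were those of Table S2A and Table S2B, with log2 FC values within 4.73e-06 and 4.68e-06 of the paper's.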

Other observations

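The counts over other splits and the test of operator scores were planned, whereas the test of Blon_1831 and Blon_1571 was chosen after the result was seen.

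Between the strains in MRS-CS-Lac, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many called genes, and 1 of 10 gave as many upregulated regulon genes. The same numbers, 1 of 10 and 1 of 10, were found between the carbon sources in the WT, and 1 of 10 splits gave as many regulon genes past the adjusted *P* threshold between the WT in MRS-CS-LNnT and the mutant in MRS-CS-Lac. Since 10 splits allow no share under 0.1, these counts alone do not decide on chance. By edgeR with Benjamini-Hochberg adjustment, *nagK* had an adjusted *P* of 1.29e-15 between the strains in MRS-CS-Lac and of 2.18e-15 between the carbon sources in the WT, and *hmoA4* had 1.29e-07 between the WT in MRS-CS-LNnT and the mutant in MRS-CS-Lac.

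Blon_1831 was at 0 in the 3 WT libraries in MRS-CS-LNnT, at least 18.4-fold lower than in the WT in MRS-CS-Lac, and the mutant was at least 39.4-fold higher in MRS-CS-LNnT and at least 39.1-fold higher in MRS-CS-Lac than those libraries, against a floor of 3 counts over the group and with the bounds rounded down. Where Blon_1831 was at 0, Blon_1571 had 50, 70 and 42 estimated counts. In the mutant in MRS-CS-LNnT, Blon_1831 had 33.3, 37 and 39 and Blon_1571 had 16.7, 0 and 0 (log2 FC of Blon_1571 against the WT of −3.13). With both genes summed, the log2 FC between the carbon sources in the WT was 0.39 (SE of 0.21, adjusted *P* = 0.212 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A candidate explanation is that the assignment of shared reads between these genes changed and not their expression. A sequence difference between cultures, which would also move reads from one gene to the other, was not tested.

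The hypothesis that genes behind operators with higher scores in Table S3 rose more in the mutant was tested in MRS-CS-Lac over 10 genes that lead their operons, with *nagR* itself, the gene inactivated in the mutant, left out. Pearson's *r* between score and log2 FC was 0.864 (permutation test with 100000 permutations, two-sided, *P* = 0.00107), and Spearman's rho was 0.939 (permutation *P* = 0.00022). Adjusted over these 2 coefficients by the Benjamini-Hochberg procedure, the permutation *P* values were 0.00107 and 0.00044. Without *nagB* and *hmoA6*, whose scores lie farthest from the median, *r* was 0.816. With *nagR* included (score of 5.47, the same as that of *nagB*, and log2 FC of 0.27), which was chosen after the result was seen, *r* was 0.546 (permutation *P* = 0.0823) and rho 0.579 (permutation *P* = 0.0657), so the relation rests on leaving out this gene. The relation is across genes, which are not independent replicates, and 3 of the genes, *hmoA3*, *hmoA4* and *hmoA5*, share 1 operator sequence. Whether NagR acts more strongly at operators with higher scores stays open, and the score was not separated from other features of these promoters.

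Although *hmoA3*, *hmoA4* and *hmoA5* have the same predicted operator (TaTGTTAAgAATGTTgACgAA), their log2 FC values between the mutant and the WT in MRS-CS-LNnT were −2.26, −2.21 and 0.61. No explanation was tested.

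In the WT, *cscA* was higher in MRS-CS-LNnT than in MRS-CS-Lac (log2 FC of 1.14), whereas in the mutant its log2 FC was −0.12. The difference between these effects was −1.26 (SE of 0.10, adjusted *P* = 6.36e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that of *cscB* was −1.44 (SE of 0.12). The strain effect on *malE* was larger in MRS-CS-LNnT than in MRS-CS-Lac by 1.56 (SE of 0.075). No explanation was tested.

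Between the WT in MRS-CS-LNnT and the mutant in MRS-CS-Lac, 60 genes passed both thresholds, 15 higher and 45 lower in the WT in MRS-CS-LNnT. Among those lower were Blon_0153 (log2 FC of −2.27) and Blon_2457 (−1.90). With upper-quartile normalization, which moves the median of all genes to −0.10, 10 were higher and 65 lower. With DESeq2, 17 were higher and 37 lower, and with edgeR's glmTreat against a fold of 1.2, 82 and 118. The split by direction thus depends on the scaling and the threshold.

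Replicates of the mutant in MRS-CS-Lac differed less than those of the other groups. The chi-square statistic between pairs of replicates, divided by its degrees of freedom, was 2.96, 1.70 and 1.76 in this group, against 9.65, 12.7 and 21.7 in the WT in MRS-CS-Lac, 9.00, 14.3 and 14.5 in the WT in MRS-CS-LNnT and 18.4, 20.6 and 48.2 in the mutant in MRS-CS-LNnT. No explanation was tested.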
